# Dark period transcriptomic and metabolic profiling of two diverse *Eutrema salsugineum* accessions

**DOI:** 10.1002/pld3.32

**Published:** 2018-02-22

**Authors:** Jie Yin, Michael J. Gosney, Brian P. Dilkes, Michael V. Mickelbart

**Keywords:** differentially expressed genes, extremophile, fatty acid metabolism, metabolomics, single nucleotide polymorphisms, transcriptome, transgressive variation

## Abstract

*Eutrema salsugineum* is a model species for the study of plant adaptation to abiotic stresses. Two accessions of *E. salsugineum*, Shandong (SH) and Yukon (YK), exhibit contrasting morphology and biotic and abiotic stress tolerance. Transcriptome profiling and metabolic profiling from tissue samples collected during the dark period were used to investigate the molecular and metabolic bases of these contrasting phenotypes. RNA sequencing identified 17,888 expressed genes, of which 157 were not in the published reference genome, and 65 of which were detected for the first time. Differential expression was detected for only 31 genes. The RNA sequencing data contained 14,808 single nucleotide polymorphisms (SNPs) in transcripts, 3,925 of which are newly identified. Among the differentially expressed genes, there were no obvious candidates for the physiological or morphological differences between SH and YK. Metabolic profiling indicated that YK accumulates free fatty acids and long‐chain fatty acid derivatives as compared to SH, whereas sugars are more abundant in SH. Metabolite levels suggest that carbohydrate and respiratory metabolism, including starch degradation, is more active during the first half of the dark period in SH. These metabolic differences may explain the greater biomass accumulation in YK over SH. The accumulation of 56% of the identified metabolites was lower in F_1_ hybrids than the mid‐parent averages and the accumulation of 17% of the metabolites in F_1_ plants transgressed the level in both parents. Concentrations of several metabolites in F_1_ hybrids agree with previous studies and suggest a role for primary metabolism in heterosis. The improved annotation of the *E. salsugineum* genome and newly identified high‐quality SNPs will permit accelerated studies using the standing variation in this species to elucidate the mechanisms of its diverse adaptations to the environment.

**Abbreviations**
ABA: Abscisic acid
DEGs: differentially expressed genes
ESTs: expressed sequence tags
ET: ethylene
FDR: false discovery rate
GC/MS: gas chromatography‐mass spectrometry
JA: jasmonic acid
MeJA: methyl jasmonate
PAV: presence–absence variation
PDF: plant defensin gene
PMSR: peptide methionine sulfoxide reductase
QTL: quantitative trait loci
SH: *E. salsugineum* Shandong accession
SNP: single nucleotide polymorphism
VLCFA: very‐long‐chain fatty acids
YK: *E. salsugineum* Yukon accession

## 1 INTRODUCTION

*Eutrema salsugineum* (formerly *Thellungiella halophila*) is a model species for the study of plant stress tolerance (Amtmann, 2009; Griffith et al., 2007; Pilarska et al., 2016; Wong et al., 2005). The two most commonly studied accessions, Shandong (SH) and Yukon (YK), are native to the Yellow River region of China (Bressan et al., 2001; Inan et al., 2004) and the Yukon territories of Canada (Wong et al., 2005), respectively. These accessions contrast in cold tolerance (Lee, Babakov, de Boer, Zuther, & Hincha, 2012), water stress tolerance (MacLeod et al., 2014; Xu et al., 2014), and disease resistance (Yeo et al., 2014). In response to water stress, for example, YK accumulates more cuticular wax (Xu et al., 2014), exhibits delayed wilting due to higher leaf water content, and maintains a higher leaf area, as compared to SH (MacLeod et al., 2014). Some differences in adaptive mechanisms are linked to metabolism, such as a more pronounced increase in fructose and proline content after cold acclimation in YK compared to SH (Lee et al., 2012).

RNA‐seq has been used to identify differentially expressed genes (DEGs) that contribute to genotypic variation in response to physiological conditions (Bazakos et al., 2012; Huang et al., 2012; Stein & Waters, 2012; Wang, Gerstein, & Snyder, 2009). When comparing expression between polymorphic accessions of a species, RNA‐seq allows for the simultaneous identification and quantification of single nucleotide polymorphisms (SNPs; Nielsen, Paul, Albrechtsen, & Song, 2011; Wang et al., 2009). These data can later be utilized as genetic markers for linkage mapping (Lisec et al., 2008; Trick et al., 2012) and to assess allele‐specific expression (Oshlack, Robinson, & Young, 2010; Pickrell et al., 2010).

Plant metabolic profiling permits the simultaneous measurement of multiple intermediates and the products of biochemical pathways. Similar to RNA‐seq, metabolic profiling can be used to investigate the metabolic and physiological status of biological systems (Fiehn et al., 2000) and may provide biochemical bases for differences in growth and physiology (Meyer et al., 2007). Metabolite profiling has revealed correlations between particular metabolites and growth in *Arabidopsis thaliana* (Meyer et al., 2007), but it is not clear whether these metabolites are more universally linked to heterosis.

Novel genes and enzymes in plant metabolite biosynthetic pathways have been identified through combined transcriptome and metabolome analyses (Boke et al., 2015; Sumner, Lei, Nikolau, & Saito, 2015). In addition, this approach has provided insights into pathways that are affected by gene mutation (Masclaux‐Daubresse et al., 2014; Page et al., 2016; Satou et al., 2014), related to biotic (Gurkok, Turktas, Parmaksiz, & Unver, 2015; Liu et al., 2016), and abiotic stress responses (Bielecka et al., 2014; Hamanishi, Barchet, Dauwe, Mansfield, & Campbell, 2015).

Together, transcriptome profiling and metabolite profiling provide complementary experimental evidence to guide the construction of rational hypotheses for the biochemical basis of variation in growth. The goal of this study is to identify the metabolic and transcription bases for the growth differences between the two *E. salsugineum* accessions. We utilized contrasting genotypes to identify genetic differences, expression divergence, and metabolic compounds associated with observed phenotypic variation. The YK accession has a higher water‐use efficiency than SH (J Yin et al., manuscript in preparation). Among several traits that differ in these accessions is a distinct change in transpiration during the dark period. We therefore employed transcriptome and metabolic profiling to provide insight on the observed differences in these accessions and chose the dark period for tissue collection because of this observation. We obtained gene expression and metabolite concentration data from SH and YK accessions during the dark period by RNA‐seq and gas chromatography‐mass spectrometry (GC/MS), respectively. We utilized RT‐PCR to confirm DEGs implicated by our RNA‐seq experiment, validating 23 of 25 candidates. By mining the RNA‐seq experiment, we validated previously identified SNPs and discovered additional SNPs that differentiate these *E. salsugineum* accessions. We propose that observed differences in metabolite accumulation could contribute to differences in biomass.

## 2 MATERIALS AND METHODS

### 2.1 Plant material and growth conditions

Seeds of *E. salsugineum* SH and YK accessions were obtained from individual selfed plants. To generate SH × YK F_1_ seed, closed flower buds of YK plants were manually opened, anthers removed, and pollen from SH plants applied to the stigma. Multiple crosses (ca. 20) were made on a single plant, which was kept in isolation until seed set. Seeds from this plant were used for F_1_ experiments.

Seeds were stratified in the dark for 10 days at 4°C and then sown in a 4:1 mix of Fafard 52 Mix (transcriptome and first metabolome experiments) or Fafard 2 Mix (second metabolome experiment) soilless media (Conrad Fafard Inc., Agawam, MA, USA) and Turface calcined clay (Profile Products LLC, Buffalo Grove, IL, USA). Plants were grown in 50‐ml conical tubes (USA Scientific Inc., Ocala, FL, USA). A 0.5‐cm hole was drilled at the bottom of each tube where seeds were sown. Tubes were then closed with a mesh cap and placed cap‐side‐down to allow for subirrigation. Tubes were placed in a mist room for 12 days, at which point seedlings had reached the four‐leaf stage. Plants were then grown in a growth chamber (E15; Conviron, Pembina, ND, USA) set at 60% relative humidity under a 12‐hr photoperiod (approximately 230 μmol m^−2^ s^−1^ provided by both fluorescent and incandescent bulbs) with light and dark temperatures of 22 and 20°C, respectively. Irrigation water was a 3:1 mix of two water‐soluble fertilizers (15N–2.2P–12.5K and 21N–2.2P–16.6K; The Scotts Co., Marysville, OH, USA) to supply (in mg/L): 200 N, 26 P, 163 K, 50 Ca, 20 Mg, 1.0 Fe, 0.5 Mn and Zn, 0.24 Cu and B, and 0.1 Mo; 76% of the nitrogen was provided as nitrate. 93% sulfuric acid (Brenntag North America Inc., Reading, PA, USA) at 0.08 mg/L was mixed in irrigation water to maintain pH between 5.8 and 6.2. All plants were grown in the Purdue University Horticulture Plant Growth Facility (https://ag.purdue.edu/hla/Hort/Greenhouse/Pages/Default.aspx).

### 2.2 Transcriptome sequencing and analysis

For RNA extraction, tissue was collected in the middle of the dark period. Four biological replicates, each consisting of five whole rosettes of 4‐week‐old plants, were collected and immediately frozen in liquid nitrogen and stored at −80°C. Tissue was finely ground in liquid nitrogen using a mortar and pestle. Approximately 800 mg ground tissue was combined with 1 ml of TRIzol reagent (Gibco/BRL Life Technologies; Invitrogen, Carlsbad, CA, USA) and RNA was extracted according to the manufacturer's instructions. Genomic DNA was removed using the TURBO DNA‐free™ Kit (Ambion, Austin, TX, USA). Quality of RNA was estimated by the ratio of absorbance at 260 to 280 nm and 260 to 230 nm by spectrophotometer (DU 730; Beckman Coulter Inc., Indianapolis, IN, USA) with both ratios between 1.8 and 2.2. RNA was reverse‐transcribed into cDNA using the Poly(A) Purist protocol (Ambion).

The cDNA samples were fragmented into 300‐ to 500‐bp molecules, and sequencing libraries were constructed for the 454 GS‐FLX instrument (454 Life Sciences; Roche Company, Branford, CT, USA) at the Purdue University Genomics Facility (West Lafayette, IN, USA). One sequencing run was performed (Margulies et al., 2005). Raw sequences were trimmed to remove adaptor sequences, and an initial quality trimming was performed using GS De Novo Newbler (v2.5.3; default parameters). Trimmed reads were further trimmed using the FASTX‐Toolkit (Gordon & Hannon, 2010), with a minimum quality value of 12 and minimum read length of 50 bp. Trimmed reads were aligned to the Joint Genome Institute (JGI) *E. salsugineum* genome (Phytozome v9.1: *Thellungiella halophila*: http://www.phytozome.net/thellungiella.php; Yang et al., 2013) using the splice‐aware aligner GMAP v2012‐11‐27 with default parameters (Wu & Watanabe, 2005). Only uniquely mapped reads were used for transcript abundance estimates and single nucleotide polymorphism (SNP) calling.

SNPs were detected using mpileup from SAMtools v0.1.18 with mapping quality ≥15, and depth ≥3 (Li et al., 2009); 454 sequencing has a high error rate for detecting indels (Margulies et al., 2005), so only SNPs resulting from substitutions were retained. The two accessions are substantially inbred lines and should be homozygous at each base position. Hence, only monomorphic base positions within each accession were considered for detection of differences between the two accessions. Custom Perl scripts were used to remove SNPs (i) that were heterozygous within either accession, (ii) that were not biallelic between accessions, (iii) that were supported by fewer than three sequence reads, (iv) for which the alternative allele accounts for fewer than 10% of aligned reads, and (v) that were heterozygous between the SH accession and the JGI SH reference. If more than four SNPs were detected within a 100‐bp region using the VariantFiltration module from GATK v2.4.9 (McKenna et al., 2010), they were not included in the final SNP data set. SNPs that had a mpileup quality score 999 based on SAMtools were deemed “high‐quality” SNPs. Sanger sequencing data of the YK accession, available from the National Center for Biotechnology Information (NCBI) (Wong et al., 2005), were also aligned to the reference genome using SSAHA2 (Ning, Cox, & Mullikin, 2001). SNPs were called using SAMtools and filtered for clustered SNPs (four SNPs within 100‐bp region) using GATK as indicated. SNPs that were not biallelic or were heterozygous within YK were removed.

Genes were identified via a reference annotation‐based transcript assembly method using the Cufflinks package (Roberts, Pimentel, Trapnell, & Pachter, 2011; Trapnell et al., 2010). Reads from SH and YK were assembled separately and then merged using the *cuffmerge* command (Roberts et al., 2011; Trapnell et al., 2010). The *intersect* function within BEDTools v2.17.0 was used to identify genes not annotated in the JGI *E. salsugineum* genome (newly annotated genes). Same strandedness was not enforced when identifying newly annotated genes because of the nonstrand‐specific protocol for 454 library preparation. Newly annotated genes that are unique from or overlap genes annotated by Champigny et al. (2013) but are present in the JGI reference genome were also identified using the same method (Table S1).

The number of reads uniquely aligned to each gene was determined with htseq‐count within HTSeq v0.5.4p5 (http://www-huber.embl.de/users/anders/HTSeq/doc/count.html) using *union* mode. The bioconductor package “DESeq” v.1.14.0 was used to identify genes likely to be differentially expressed between SH and YK without biological replicates (Anders & Huber, 2010). Gene expression was normalized, and the significance threshold for differential expression was based on a 0.2 false discovery rate (FDR; Benjamini & Hochberg, 1995).

Genes were annotated by the best BLAST (Altschul, Gish, Miller, Myers, & Lipman, 1990) hit of *A. thaliana*. For *E. salsugineum* genes predicted by the JGI genome, annotation was taken from Phytozome v9.1 (Phytozome v9.1: *Thellungiella halophila*: http://www.phytozome.net/thellungiella.php, Yang et al., 2013). For newly identified genes, nucleotide databases of *A. thaliana* version TAIR 10 (Lamesch et al., 2012; TAIR10: ftp://ftp.arabidopsis.org/home/tair/Sequences/blast_datasets/TAIR10_blastsets/)*, A. lyrata* (Hu et al., 2011; Phytozome v9.1: *Arabidopsis lyrata*: http://www.phytozome.net/alyrata.php), and *S. parvula* (Dassanayake et al., 2011; *Thellungiella parvula* genome: http://www.thellungiella.org/data) were built and used for similarity searching by BLASTN v2.2.28 +  (Altschul et al., 1990). Genes were annotated by the best BLAST hit with the following threshold parameters: *E* ≤ 1^−30^; sequence identity ≥30%; sequence aligned ≥30% of query sequence.

### 2.3 Quantitative real‐time PCR

For quantitative real‐time reverse transcription–polymerase chain reaction (qRT‐PCR), tissue was collected as described for 454 sequencing, RNA was extracted using the RNeasy Plant Mini Kit (QIAGEN, Valencia, CA, USA), and genomic DNA was removed using the TURBO DNA‐free™ Kit (Ambion). The quality and quantity of mRNA were assessed using a NanoDrop 2000 (Thermo Fisher Scientific Inc., Wilmington, DE, USA). All samples were diluted to 200 ng/μl, and 260/280 and 260/230 ratios were between 1.8 and 2.2. cDNA was synthesized using a High‐Capacity cDNA Reverse Transcription Kit (Invitrogen). Primers were designed using Primer Express software (v3.0.1). Primer specificity was then estimated by BLASTN using the *E. salsugineum* genome with all primer pairs. Primer efficiency was tested for all pairs of primers. cDNA was diluted five times by a fivefold gradient and then used as template for qRT‐PCR, and the threshold cycles (*C*_*T*_) were regressed against cDNA concentration (log). Slope of the regression line was estimated, and the efficiency was calculated as 10^−(1/slope)^−1. For genes expressed in both accessions, primer efficiency was between 80 and 110% in both accessions. For genes that were only expressed in one accession based on RNA‐seq data, primer efficiency was tested on both accessions, but only the accession with detected expression exhibited efficiency between 80 and 110%. Table S2 contains all primer sequences except gene XLOC_004723, for which acceptable qRT‐PCR primers could not be designed.

All qRT‐PCR reactions were conducted in StepOnePlus™ Real‐Time PCR Systems (Applied Biosystems, Invitrogen). Relative gene expression of target genes was quantified by the Δ*C*_*T*_ method (Livak & Schmittgen, 2001). Relative gene expression was calculated as:

$$\begin{array}{cc} & \text{Relative expression}\;={\left(1+E\right)}^{-\Delta C_{T}}\\ & \;\;\;\Delta C_{T}=C_{T,X}-C_{T,R} \end{array}$$

where *E* is the primer efficiency for each pair of qRT‐PCR primers. *C*_*T,X*_ and *C*_*T,R*_ is the threshold cycle of the target gene and the reference gene *Actin2* (Thhalv10020906 m.g), respectively.

### 2.4 Metabolite profiling and data analysis

Two metabolite profiling experiments were conducted. One experiment was performed using the same rosette tissue used for RNA‐seq analysis (see above). A second metabolite profiling experiment was performed using tissue from SH, YK, and YK × SH F_1_ plants with three replicates of five pooled plants per replicate. In both cases, identical extraction, derivatization, and analysis methods were used. Approximately 800 mg of frozen ground tissue was incubated in methanol at 65° in 1.75‐ml tubes and centrifuged at 13,300 r/min. The supernatant, containing polar molecules, was decanted into a new tube. Chloroform was added to the pellet and incubated at 37°C for 15 min to solubilize nonpolar metabolites. Samples were then dried at room temperature for about 6 hr (polar) and 2 hr (nonpolar) in a centrifuge at 1,725 r/min and 30 μM Hg vacuum. Samples were stored at −80°C until being sent to the Metabolomics Center at the University of Illinois (http://www.biotech.uiuc.edu/metabolomics/). Samples were measured by gas chromatography‐mass spectrometry (GC‐MS; Agilent 6890 N/5973 MSD, Palo Alto, CA, USA) after purification and trimethylsilylation with MSTFA (*N*‐methyl‐*N*‐trimethylsilyl‐trifluoroacetamide; Gullberg, Jonsson, Nordström, Sjöström, & Moritz, 2004; Singh, Ulanov, Li, Jayaswal, & Wilkinson, 2011). Data were analyzed by peak identification via comparison with spectra from standards, and relative concentrations of metabolites were obtained by comparison with internal standard peak area (Singh et al., 2011).

Pairwise comparisons within each experiment were performed by two‐tailed *t* tests between SH and YK (experiments 1 and 2), and SH or YK and YK × SH F_1_ (experiment 2). In the second experiment, multiple comparisons among all three genotypes were conducted by Tukey's studentized range test (Tukey, 1949). A *t* test of F_1_ against the mid‐parental average of SH and YK was done using the variance estimated from F_1_ hybrids. Within each experiment, genotype was treated as the only main factor. A nested analysis of variance (ANOVA) was also conducted using data from the two experiments. In the nested analysis, experiment and genotype were the two main factors. The experiment by genotype interaction was not included in the model. All identified metabolites are presented in Table S3.

### 2.5 Pathway analysis

Pathway analysis was conducted on the annotated DEGs identified in transcriptome profiling and metabolites that differed in the same direction between accessions in both metabolite experiments. The fold difference between SH and YK was used to indicate up‐ or downregulation in YK compared to SH. The list of DEGs or metabolites with the fold changes were imported to MapMan software (Thimm et al., 2004). Significant pathways in which genes or metabolites were divergent from a 50/50 up/downregulation were identified using an uncorrected Wilcoxon signed‐rank test (Wilcoxon, 1945).

## 3 RESULTS

### 3.1 Novel genes and single nucleotide polymorphisms (SNPs) were identified by transcriptome sequencing

Whole rosettes of 4‐week‐old YK and SH plants grown in a 12‐hr:12‐hr light–dark cycle were harvested in the middle of the dark period. Libraries of cDNA isolated from these rosettes were sequenced, and reads were aligned to the *E. salsugineum* SH reference genome (Yang et al., 2013). 

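The expression data came from 1 library of each accession: SH, collected in Shandong, and YK, collected in the Yukon, of the salt-tolerant crucifer E. salsugineum. Rosettes of plants aged 4 weeks, grown at 22 °C in the light and 20 °C in the dark, were pooled; the methods describe 4 biological replicates of 5 rosettes, while the submitters' notes give 1 replicate made from 5 plants, and the deposited table holds 1 column of reads per accession. Polyadenylated RNA was copied into cDNA, cut to fragments of 300 to 500 bp and sequenced by pyrosequencing without keeping the strand. The authors trimmed the reads (Newbler v2.5.3, then the FASTX-Toolkit at a quality of 12 and a length of 50 bp), aligned them to the Phytozome v9.1 genome of SH, kept uniquely mapped reads, added loci assembled by Cufflinks to the reference annotation and counted reads per gene with HTSeq v0.5.4p5. The deposited counts, which are raw reads, summed to 482275 in SH and 431705 in YK. These are 89.1% of the 541494 SH reads and 87.8% of the 491926 YK reads that Table S4 of the paper gives; the values reported here use the reads assigned to genes. The median-of-ratios size factors of DESeq were 1 for both libraries, so reads were compared as deposited. Each gene's reads in YK out of its reads in both libraries were tested with a two-sided exact binomial test against 0.5, adjusted by Benjamini-Hochberg over the 10036 genes with at least 10 reads in the libraries together, and a gene was called at an adjusted p under 0.05 and a log2 ratio, with 0.5 reads added to each count, of at least 1 in size. Scaling by total reads instead would raise every log2 ratio of YK to SH by 0.16. With 1 library per accession the differences have no replicate check: the test compares these 2 libraries and not the accessions, and all intervals (95%, Clopper-Pearson) and floors (3 counts for a count of 0) cover counting error only. A floor of 3 counts is 6.22 RPM in SH and 6.95 in YK, where RPM are reads scaled by the reads assigned to genes in the library. A fold given as at least a value divides the higher count by this floor and leaves out the counting error of that higher count. The lower 95% bound of the ratio is therefore smaller. For 12 reads against none the fold is 4 and the bound is 1.47 in log2.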

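Reads fell on 16220 genes in SH and 16245 in YK, with a median of 7 reads per gene in each library. A few genes took a large part of the SH reads. Thhalv10015083m.g, on scaffold 2 from 3882704 to 3884140, alone held 34265 reads, or 7.10% of the SH library (interval 7.03 to 7.18%), against 2494 reads in YK. In YK the gene with the most reads was Thhalv10014413m.g, on scaffold 2 from 15536245 to 15537954, with 12532 reads or 2.90% of that library (interval 2.85 to 2.95%), against 5546 reads in SH. The 5 most abundant genes together held 13.1% of the SH reads and 6.67% of the YK reads. Actin2 (Thhalv10020906m.g), the reference gene of the qRT-PCR, had 228 reads in SH and 210 in YK, a log2 ratio of -0.12 (interval -0.40 to 0.16). Its difference was within counting error, and the sign of the ratio turns when total reads are used for scaling. At the low end, 1726 genes had 1 read in all, 77.7% of the expressed genes had at least 4 reads and 8.83% had at least 100.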

More than 1 million cDNA sequence reads, 95% of which aligned to the reference genome, were used for a reference‐directed assembly of the transcriptome (Table S4), identifying 17,888 expressed genes (Tables S1 and S5). Of these, 65 genes were novel and not predicted in the reference genome (Yang et al., 2013) nor detected in a previous transcriptome analysis (Champigny et al., 2013). 

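The deposited table holds 157 loci that lie outside the reference annotation, named XLOC; the genes also missing from the earlier transcriptome are part of these and are not separated here. Of these loci, 122 had reads in both libraries, 26 only in SH and 9 only in YK. Every one had at least 10 reads, with a median of 33 and a maximum of 1008. The loci were assembled from these same reads, so reads in a single library could bring a locus into this set. They were short, with a median length of 932 bp against 2214 bp for annotated genes with reads. Reads differed between the libraries for 70 of the 157 loci by the exact binomial test, or 44.6% (interval 36.7 to 52.7%), against 6.01% of the annotated genes with at least 10 reads (interval 5.55 to 6.50%). With edgeR's exact test the shares were 29.9% and 1.55% at an assumed coefficient of variation of 0.2, and 8.28% and 0.233% at 0.4. More reads came from SH at 52 of the 70 loci and from YK at 18. XLOC_005642, whose best A. thaliana hit is the dynamin-like protein gene AT5G42080, lies on scaffold 12 from 5142155 to 5143086 and had 40 reads in SH and none in YK, at least 13.3-fold lower in YK (adjusted p = 1.36e-10 from the exact binomial test). XLOC_020726, whose hit AT5G26270 encodes an unknown protein, had 12 reads in YK and none in SH, at least 4-fold higher in YK (adjusted p = 0.00766 from the same test). Both were chosen from their hits after the values were seen.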

Only 20 of these 65 genes have annotated orthologs in the related species *A. thaliana*,* A. lyrata*, and/or *Schrenkiella parvula* (Table S1). 

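Reads were found only in SH for 1643 genes and only in YK for 1668, together 3311 genes. Most of these genes were near the limit of detection: 2824 of them, or 85.3%, had fewer than 4 reads, and 1726 had a single read, which can only fall in a single library. The median was 1 read for genes seen in a single library and 17 reads for genes seen in both. If each gene's reads were split between the libraries by their totals alone, with equal expression, 2802 genes would have reads in a single library, and 1000 random splits gave 2718 to 2882. The excess over sampling was spread over genes with 2 or more reads. Of the 3865 genes with 4 to 9 reads, 373 were seen in a single library where sampling gives 190. Of the 10036 genes with at least 10 reads, 114 were, where sampling gives 1.92; 75 of these had reads only in SH and 39 only in YK. Well covered examples were Thhalv10022943m.g, with 148 reads in SH and none in YK, and XLOC_005768, with 99 reads in YK and none in SH. Counted from 4 reads upward, 3.50% of genes were seen in a single library (interval 3.20 to 3.82%).

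**Figure D1:**
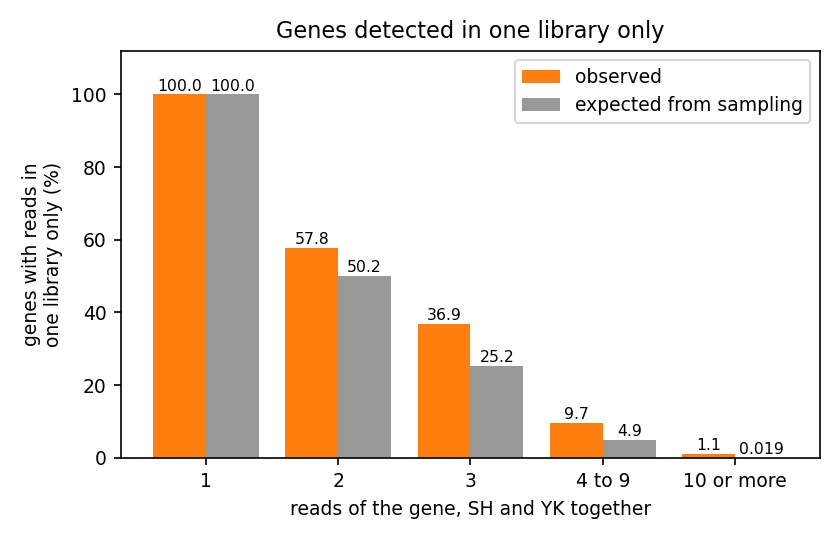
Share of genes with reads in a single library (y axis, %) by the gene's reads in SH and YK together (x axis); orange bars are the observed share and grey bars the share expected from sampling by library totals. The observed share is 57.8% against 50.2% at 2 reads, 36.9% against 25.2% at 3 reads and 1.14% against 0.0192% at 10 or more reads.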

Presence–absence variation (PAV), defined as zero reads aligned to one of the two parents, was observed for 18.5% of the detected expressed genes with roughly equal numbers of genes detected only in SH or YK (Table S5).

The transcript assemblies were processed to detect SNPs between SH and YK; 42% of shared genes contained a total of 14,808 SNPs, of which 4,873 were deemed “high quality” (Table 1; Table S6). Of the low and high stringency SNPs detected in our experiment, 73% (10,883 positions) and 79% (3,861 positions), respectively, were also identified by Champigny et al. (2013). We also compared our SNPs to available Sanger sequencing of cDNA clones from the YK accession (Wong et al., 2005) and identified 468 putative SNPs with reference to the SH reference genome. Of these, 441 have corresponding sequence data in the YK transcriptome we assembled and 88% (388 SNPs) had the same sequence variation in our assembly and the YK Sanger sequencing data (Table S6).

**Table 1:** Summary of single nucleotide polymorphisms (SNPs) that differentiate *Eutrema salsugineum* Shandong and Yukon accessions

Number of genes with SNPs	6,182
Number of SNPs in genes	14,808
Number of high‐quality SNPs	4,873
Number of SNPs identified by Champigny et al. (2013)	47,317
Number of SNPs present in Champigny et al. (2013)	10,883
Number of SNPs unique from Champigny et al. (2013)	3,925

Quality SNP satisfies technical and biologically relevant filtering criteria as discussed in the Materials and Methods.

### 3.2 Transcriptome profiling and qRT‐PCR identify differentially expressed genes (DEGs) between SH and YK

To assess gene expression differences between SH and YK, we determined the number of reads aligned to each gene. Less than 0.2% (thirty‐one genes) of the expressed genes were identified as candidate DEGs between SH and YK (Table 2). Sixteen of these thirty‐one candidates do not have homologous genes in *A. thaliana*,* A. lyrata*, or *S. parvula*, and twenty have been annotated in the reference genome (Table 2). Of those with homologs in one of these species, none have been associated with previously reported trait differences in SH and YK. 

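Of the 31 genes of Table 2, 21 had more reads in SH and 10 in YK, and each differed by more than 4-fold. The largest read numbers belonged to Thhalv10015083m.g, 13.7-fold lower in YK, and to the ATP synthase beta subunit Thhalv10011087m.g, 4.42-fold lower in YK. Thhalv10021522m.g, similar to pollen Ole e 1 allergen proteins, had 244 reads in YK and 1 in SH, a log2 ratio of 7.93 (interval 5.44 to 13.24), and lies on scaffold 13 from 3497784 to 3499172. For 17 of the genes one of the libraries had no reads: 12 had none in YK and 5 none in SH.
The reads of Table 2 match the deposited table for all 31 genes. All 31 were also called by the exact binomial test, adjusted over 10036 genes, which covers counting error alone. That test called 664 genes, 389 with more reads in SH and 275 with more in YK; with total reads as the scaling it called 748, of which 310 had more reads in SH and 438 in YK, so the balance of directions rests on the scaling. With an assumed biological coefficient of variation, edgeR's exact test called 200 genes at 0.2 and 36 at 0.4. Among 633 called genes outside Table 2 were GRP3 (Thhalv10002748m.g), a glycine-rich protein gene, with 311 reads in SH and 59 in YK, and TET8 (Thhalv10000261m.g), a tetraspanin gene, with 123 and 315. The log2 ratios of YK to SH were -2.40 for GRP3 (interval -2.83 to -1.99, adjusted p = 6.21e-40 from the exact binomial test) and 1.36 for TET8 (interval 1.05 to 1.67, adjusted p = 2.39e-18 from the same test); both were chosen after their values were seen. A recomputation of the DESeq scheme for libraries without replicates, with the spread fitted over both libraries together, called 36 genes at a false discovery rate of 0.2, 25 with more reads in SH and 11 with more in YK, and 30 of them are in Table 2. The authors' deposited table has 31 genes under an adjusted p of 0.2. From the small share of genes called different in its own data and in an earlier transcriptome study, the paper proposes in its discussion that most transcripts have similar relative abundance in the accessions.

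**Figure D2:**
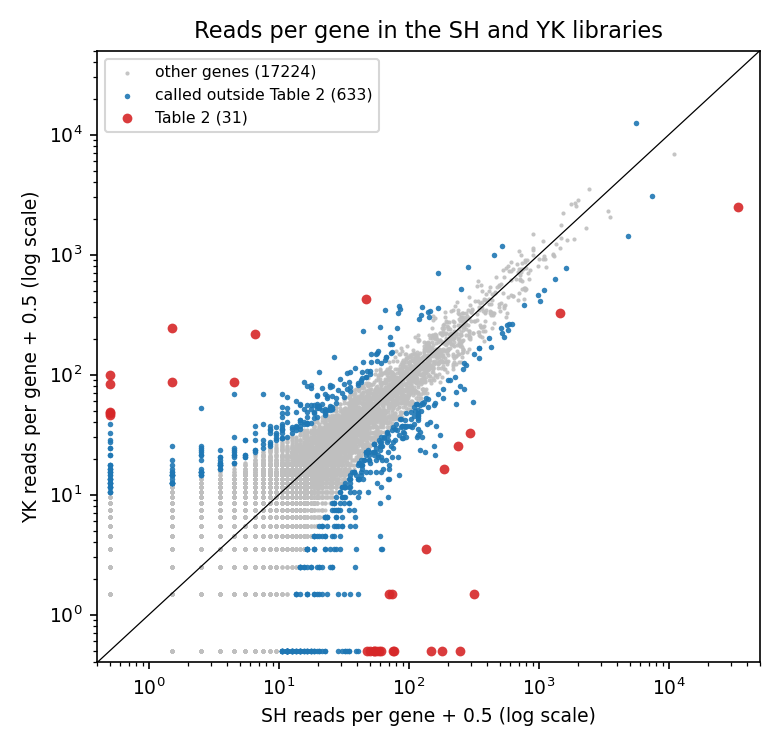
Reads per gene in SH (x axis) and YK (y axis), each with 0.5 added, on log scales; each point is a gene, red points are the 31 genes of Table 2, blue points the 633 other genes called by the exact binomial test, and the line marks equal reads. Red points lie far from the line at 46 reads or more in the higher library.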

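Of the 20 annotated genes, 11 had more reads in SH and 9 in YK, while of the 11 XLOC loci 10 had more reads in SH; this difference in direction was not tested. The exception was XLOC_005768, on scaffold 12 from 4071976 to 4072943, whose reads in YK put it at least 33-fold higher there. The 14 candidates for which Table 2 gives no A. thaliana gene, 4 of them annotated and 10 XLOC loci, were higher in SH in 13 cases. Among candidates with a hit, those higher in YK included a translation initiation factor eIF-2 family gene, an ankyrin repeat pair, defensin genes and PMSR3, and those higher in SH included a histone H2A gene, a ribosomal RNA processing Brix domain gene (Thhalv10014264m.g, 53 reads in SH and none in YK) and hits to the chloroplast genes for the ATP synthase beta subunit and ribosomal protein L32. Over all called genes, 337 annotated genes had more reads in SH and 257 in YK. With total reads as the scaling, the balance over all calls, XLOC loci included, turned to 310 higher in SH and 438 in YK. These counts describe the 2 libraries, without replicates.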

Gene ontology (GO) enrichment analysis was not appropriate, given the small number of DEGs.

**Table 2:** Differently expressed genes (DEGs) of *Eutrema salsugineum* Shandong (SH) and Yukon (YK) accessions

*Eutrema* gene locus	SH	YK	Fold difference (log_2_YK/SH)	Fold difference in qRT	*A. thaliana* best blast hit	Gene description
Thhalv10021382 m.g	4	87	4.4	12.5	AT1G76810	Eukaryotic translation initiation factor 2 (eif‐2) family protein
Thhalv10000662 m.g	46	429	3.2	4.4	AT5G44420	Plant defensin 1.2A
Thhalv10015083 m.g	34265	2494	−3.8	−5661.5		
Thhalv10011087 m.g	1445	327	−2.1	n.s.	ATCG00480	ATP synthase subunit beta
XLOC_024729	237	25	−3.2	−2.0		
Thhalv10015718 m.g	0	48	Absent in SH	Not detected in SH	AT5G56920	Cystatin/monellin superfamily protein
Thhalv10029390 m.g	0	83	Absent in SH	Not detected in SH	AT4G11000	Ankyrin repeat family protein
Thhalv10021522 m.g	1	244	7.9	144.9	AT3G16660	Pollen Ole e 1 allergen and extensin family protein
Thhalv10014718 m.g	1	86	6.4	11.8	AT5G07470	Peptide methionine sulfoxide reductase 3
Thhalv10002969 m.g	61	0	Absent in YK	−58.3	AT3G62210	Putative endonuclease or glycosyl hydrolase
Thhalv10009345 m.g	58	0	Absent in YK	Not detected in YK		
Thhalv10014264 m.g	53	0	Absent in YK	Not detected in YK	AT4G01560	Ribosomal RNA processing Brix domain protein
Thhalv10000285 m.g	179	0	Absent in YK	Not detected in YK	AT4G20095	Protein of unknown function (DUF626)
Thhalv10022943 m.g	148	0	Absent in YK	Not detected in YK		
Thhalv10023491 m.g	47	0	Absent in YK	Not detected in YK	AT3G61100	Putative endonuclease or glycosyl hydrolase
Thhalv10018393 m.g	70	1	−6.1	1.7	AT1G70160	Unknown protein
XLOC_005768	0	99	Absent in SH	Not detected in SH		
XLOC_017575	50	0	Absent in YK	Not detected in YK		
XLOC_003055	55	0	Absent in YK	Not detected in YK		
XLOC_024727	53	0	Absent in YK	Not detected in YK		
XLOC_003052	318	1	−8.3	−257.7		
XLOC_008740	135	3	−5.5	Not detected in YK		
XLOC_020731	76	0	Absent in YK	Not detected in YK		
XLOC_017573	246	0	Absent in YK	Not detected in YK		
XLOC_015175	75	0	Absent in YK	Not detected in YK		
Genes with no specific primers available						
Thhalv10022994 m.g	0	46	Absent in SH	Not tested	AT2G15220	Plant basic secretory protein (BSP) family protein
Thhalv10022932 m.g	74	1	−6.2	Not tested		
Thhalv10014933 m.g	295	32	−3.2	Not tested	AT5G59870	Histone H2A 6
Thhalv10019398 m.g	6	217	5.2	Not tested	AT5G44430	Plant defensin 1.2C
Thhalv10029246 m.g	0	47	Absent in SH	Not tested	AT4G11000	Ankyrin repeat family protein
XLOC_004723	187	16	−3.5	Not tested	ATCG01020	Ribosomal protein L32

To confirm DEGs based on RNA‐seq, we designed qRT‐PCR primers that matched unique positions in the reference genome based on BLAST analysis (Altschul et al., 1990). Unique primers could not be designed for five genes (Thhalv10022994 m.g, Thhalv10022932 m.g, Thhalv10014933 m.g, Thhalv10019398 m.g, and Thhalv10029246 m.g) due to paralogs with high sequence similarity, and no acceptable primer pair was identified for XLOC_004723. 

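A pair of these genes, Thhalv10022994m.g and Thhalv10029246m.g, share their best A. thaliana hit with another detected gene in the sources used here. Thhalv10022994m.g, a plant basic secretory protein gene on scaffold 11 from 6512712 to 6513386, had 46 reads in YK and none in SH. Thhalv10022957m.g, with the same hit AT2G15220, from 6613236 to 6613910 on the same scaffold, had 38 and none, at least 12.7-fold higher in YK (adjusted p = 5.04e-10 from the exact binomial test). The ankyrin repeat gene Thhalv10029246m.g had 47 reads in YK and none in SH, and Thhalv10029390m.g with the same hit, 83 and none. Histone H2A 6 (Thhalv10014933m.g), on scaffold 2 from 8270656 to 8271428, had 295 reads in SH and 32 in YK, a log2 ratio of -3.20 (interval -3.78 to -2.68). Thhalv10014932m.g, which lies 9061 bp away and has no name here, had 30 and 9. Of the other detected genes within 10 kb, those with enough reads for the test were not called, among them Thhalv10014643m.g with 33 and 42 reads and Thhalv10015007m.g with 89 and 66. Thhalv10022932m.g, with no A. thaliana hit, had 74 reads in SH and 1 in YK, a log2 ratio of -6.21 (interval -11.53 to -3.69). XLOC_004723, on scaffold 10 from 6084358 to 6084671, had 187 reads in SH and 16 in YK, a log2 ratio of -3.55 (interval -4.38 to -2.81); its best hit is the chloroplast gene ATCG01020 for ribosomal protein L32. Only uniquely mapped reads were counted, so reads that fit several copies equally well are missing from these values, and the split between near-identical copies is uncertain.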

In total, qRT‐PCR data confirmed our RNA‐seq data for 23 of 25 genes. For the five DEGs that had no close paralogs and at least four reads in both SH and YK, expression differences based on RNA‐seq were confirmed by qRT‐PCR in four of five genes (Table 2). 

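In both libraries these 5 genes had enough reads for a ratio bounded by counting error. Table 2 gives a qRT-PCR fold in the same direction for all but Thhalv10011087m.g, but only that of the eIF-2 family gene lies within its interval. The qRT-PCR fold is larger than the interval allows for Thhalv10015083m.g and smaller for XLOC_024729 and plant defensin 1.2A. The size of these differences is therefore not settled. The eIF-2 family gene Thhalv10021382m.g had 4 reads in SH and 87 in YK, a log2 ratio of 4.44 (interval 3.04 to 6.35). The adjacent Thhalv10022147m.g, 213 bp away with the same hit AT1G76810, had 21 reads in YK and none in SH, at least 7-fold higher in YK (adjusted p = 3.17e-05 from the exact binomial test). Plant defensin 1.2A, Thhalv10000662m.g, had a log2 ratio of 3.22 (interval 2.78 to 3.69). On the SH side, the log2 ratio was -3.78 for Thhalv10015083m.g (interval -3.84 to -3.72), -3.24 for XLOC_024729 with 237 and 25 reads (interval -3.90 to -2.65) and -2.14 for the ATP synthase beta subunit Thhalv10011087m.g with 1445 and 327 reads (interval -2.32 to -1.97). Thhalv10011087m.g has a chloroplast gene, ATCG00480, as its best hit, is the gene that qRT-PCR did not separate in Table 2, and has the largest adjusted p of these 5 in the authors' deposited table, 0.176. Under the recomputed DESeq scheme its adjusted p was 1, so it is the candidate that this scheme does not call.

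**Figure D3:**
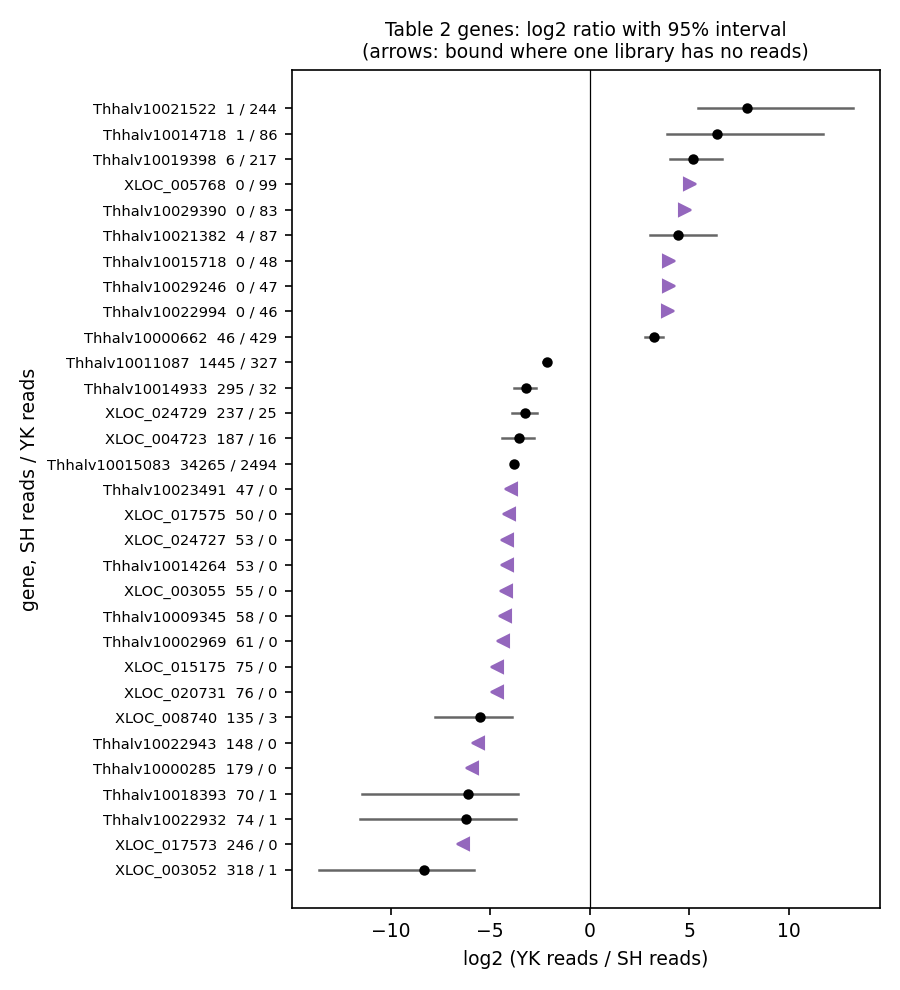
Log2 ratio of YK to SH reads (x axis) for each gene of Table 2 (y axis, with SH and YK reads); dots with lines are the ratio and its 95% Clopper-Pearson interval, and arrows are the bound against a floor of 3 counts where a library has no reads. The intervals of genes with 1 read in the lower library are widest, as for XLOC_003052 at -8.31 (interval -13.62 to -5.82).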

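Among the candidates tested by qRT-PCR, 20 had fewer than 4 reads in the lower library: 15 were higher in SH and 5 in YK. In 15 of the 20 the lower library had no reads, and the higher library had 47 to 246. Against the floor of 3 counts, these genes differed by at least 15.7-fold (Thhalv10023491m.g, 47 reads in SH) to at least 82-fold (XLOC_017573, 246 reads in SH, on scaffold 4 from 3983368 to 3984225). The other 5 had 1 to 3 reads in the lower library, and their ratios are loosely bounded. XLOC_003052, on scaffold 1 from 9941838 to 9943211, had 318 reads in SH and 1 in YK. XLOC_008740 had 135 and 3, a log2 ratio of -5.49 (interval -7.79 to -3.91). Thhalv10018393m.g, whose hit AT1G70160 encodes an unknown protein, had 70 and 1, a log2 ratio of -6.13 (interval -11.45 to -3.60); the qRT-PCR ratio that Table 2 gives for it runs the other way.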

Among the 20 genes that had fewer than four reads in either SH or YK, expression differences by qRT‐PCR was consistent with RNA‐seq data in 19 (Table 2). In addition, when the low accession had fewer than four reads, there was no amplification in 16 of 20 cases (Table 2).

### 3.3 Metabolite profiling reveals higher accumulation of fatty acids and amino acids in YK and enhanced soluble carbohydrate accumulation in SH

To identify potential metabolites and metabolic pathways that contribute to phenotypic and physiological differences between SH and YK, metabolite profiling was conducted in two independent experiments. In one experiment, metabolite concentrations in F_1_ plants of a YK × SH cross were also determined.

Concentrations of free fatty acids and long‐chain fatty acid derivatives were higher in YK than SH (Table 3; Table S3). The concentration of ferulic acid was also greater in YK, indicating a potential for greater suberin and/or cutin accumulation in the YK accession.

**Table 3:** Metabolite profiling differences between *Eutrema salsugineum* Shandong (SH) and Yukon (YK) accessions. Metabolites for which tissue concentrations were different between *E. salsugineum* Shandong (SH) and Yukon (YK) accessions in one or two experiments and/or different based on a nested analysis of the two experiments

Metabolite	Experiment 1		Experiment 2		*p‐*Value		
	SH	YK	SH	YK	E1	E2	N
Carbohydrates							
2‐keto‐gluconic acid	1012.0	526.4	352.9	470.8	n.s.	*	n.s.
2PGA	2.1	0.0			**		
α‐ketoglutaric acid	83.2	41.3	66.5	61.2	*	n.s.	*
Arabitol	45.4	60.9	12.9	19.5	n.s.	*	n.s.
Ascorbic acid	19.6	11.8	25.0	10.4	n.s.	**	**
Citric acid	6722.6	17762.7	14347.0	30526.0	n.s.	**	**
Digalactosylglycerol	2007.8	618.8	344.5	82.9	n.s.	***	n.s.
Disaccharide	9941.3	8651.1	10713.7	3862.7	n.s.	***	**
Erythritol	27.6	39.1	22.1	34.3	n.s.	*	*
Erythrose			976.8	591.3		*	
Fructose	65604.0	9500.3	14987.4	1284.4	***	***	***
Fumaric acid	232.3	429.0	111.5	263.1	n.s.	***	**
Galactaric acid			3.4	8.5		*	
Galactose	7730.3	4432.0	32.0	88.7	*	***	**
Gentiobiose			27.3	20.4		*	
Glucaric acid	3.7	3.0	16.1	10.4	n.s.	*	n.s.
Glucose	41843.5	28552.0	16547.4	6251.4	*	***	***
Glycerol‐3‐p	82.4	30.8	674.0	362.7	*	***	***
Isomaltose	75.1	0.0			**		
Itaconic acid	142.0	32.2			*		
Maltose	1119.8	678.6	1081.4	846.2	*	*	***
Melibiose	0.0	5.4			***		
Methylmaleic acid			16.7	7.1		*	
Pyruvic acid	42.4	38.6	59.8	44.0	n.s.	**	n.s.
Raffinose	477.5	322.5	218.9	152.7	*	n.s.	**
Sedoheptulose	853.9	782.4	452.2	312.6	n.s.	**	n.s.
Sorbitol	17.0	39.5			*		
Turanose			13688.2	7035.2		**	
Xylitol	18.6	11.5	13.7	20.4	n.s.	*	n.s.
Xylose	165.8	81.1	64.6	49.3	*	n.s.	*
Fatty acids							
13‐eicosenoic acid			5.7	7.6		*	
7‐hexadecenoic acid			132.2	27.0		*	
9,12‐octadecadienoic acid			6032.7	7434.6		*	
Docosanoic acid	50.5	241.3	176.5	1224.1	**	***	***
Hexacosanoic acid	13.2	28.9	0.0	20.9	*	***	***
Hexadecanol	0.0	12.2			***		
Octacosanol	9.5	1.9			**		
Tetracosanoic acid	1206.3	5001.7	8103.8	16232.9	*	*	**
Tetracosanol	2.2	0.0	2.5	4.5	***	**	n.s.
Tricosanoic acid	0.0	12.6	133.6	150.7	**	n.s.	n.s.
Tritriacontanol			47.1	37.6		*	
Amino acids							
Alanine			2.7	6.8		**	
Aspartic acid			928.9	2095.8		*	
Glycine			13.2	57.0		*	
N‐acetylglutamic acid			158.0	1221.7		*	
Serine			216.4	818.2		*	
Threonine	0.0	3.8	311.1	383.3	***	*	*
Valine	0.0	10.3	104.9	92.8	**	n.s.	n.s.
Others							
1,2,3‐hydroxybutane	4.1	0.0			*		
2,3‐dihydroxybutanedioic acid	11.8	27.0	5.8	9.6	*	*	**
2,4,6‐tri‐tert.‐butylbenzenethiol	42.5	44.3	157.3	185.3	n.s.	*	n.s.
2‐aminoethylphosphate			0.0	44.5		*	
2‐desoxy‐pentos‐3‐ulose	33.1	15.3			***		
2‐hydroxybutanoic acid			11.3	0.0		*	
2‐o‐glycerol‐galactopyranoside	2362.0	398.0	181.6	178.0	***	n.s.	*
2‐oxo‐3‐hydroxypropanoic acid			17.3	75.7		**	
3‐methylthiopropylamine			0.0	5.4		*	
5‐o‐coumaroyl‐d‐quinic acid			38.5	15.6		*	
Aconitic acid	202.7	103.5	12.7	37.5	*	*	n.s.
Tocopherol	7.8	4.0			*		
Chlorogenic acid			710.6	332.2		*	
Erythronic acid‐1,4‐lactone			24.2	38.0		*	
Ferulic acid	11.3	30.4	41.8	61.6	n.s.	**	**
Hydroxylamine			39.2	27.1		**	
Ketomalonic acid			0.0	3.1		*	
Malonic acid	59.7	89.5	0.0	2.6	n.s.	**	n.s.
P‐hydroxyacetophenone	0.0	2.8			***		
Protocatechuic acid			5.9	2.1		*	
Putrescine			0.0	22.4		**	
Stigmasterol	40.6	52.0	29.5	9.1	n.s.	**	n.s.
Vanillin	0.0	1.8			***		

Data are means (*n* = 4). Empty indicates absence or undetected metabolites. Genotypes are significant different at *p*‐Value < .05 (*), 0.01 (**), and 0.001 (***) based on two‐tailed *t* test in Experiment 1 (E1), Experiment 2 (E2), or nested (*N*) analysis of two experiments combined together. Carbohydrates indicate sugar‐related compounds and derivatives in citric acid cycle. Fatty acids indicate fatty acids and their derivatives. Others indicate all other compounds not belong to carbohydrates or fatty acids, or amino acids.

Based on maltose and glucose relative concentrations, the estimated starch concentration in SH was 1.7 times that of YK over the two experiments. Furthermore, the products of starch degradation were more abundant in SH than YK in both profiling experiments (Table 3). Maltose and glucose, primary products of starch degradation, were elevated in SH along with fructose, glycerol‐3‐phosphate, raffinose, and an unresolved disaccharide. This suggested more active 6‐carbon metabolite catabolism via glycolysis in SH compared to YK during the night (Table 3; Table S3). SH accumulated higher concentrations of the disaccharides isomaltose and gentiobiose, whereas YK accumulated a very small amount of melibiose in one of the two screens. Tricarboxylic acid (TCA) cycle intermediates, on the other hand, were not consistently different between the accessions. Citric acid and fumaric acid were accumulated at higher levels in YK, and alpha‐ketoglutaric acid was greater in SH (Table 3; Table S3). Ascorbic acid was higher in SH, but the ascorbic acid degradation product tartaric acid (2,3 dihydroxybutanedioic acid) was higher in YK (Table 3 and Table S3).

All amino acids that differed between SH and YK were higher in YK (Table 3; Table S3). These included alanine, glycine, serine, threonine, and valine. Of these, only threonine was differentially accumulated in both profiling experiments. The amino acids alanine, glycine, and serine were only detected in one of the two experiments. Valine was detected in both experiments, but the difference between SH and YK was only statistically significant in the first experiment. Concentrations of the other detected amino acids (isoleucine, leucine, and proline) were not different in the two accessions.

Pathway analyses were conducted on both transcriptome (Table 2) and metabolome data (Table 3) to identify differences between SH and YK during the dark period and any correlation between transcriptome and metabolome analyses of the two accessions. The metabolite pathway analysis identified two functional categories: major carbon degradation (downregulated in YK) and amino acid synthesis (upregulated in YK). Glucose, maltose, and isomaltose are within the major carbon degradation pathway, while aspartic acid, alanine, N‐acetylglutamic acid, threonine, serine, and glycine are within the amino acid synthesis pathway. However, of the 19 DEGs annotated in the reference genome, one unknown functional category including nine DEGs (Thhalv10015083 m.g, Thhalv10002969 m.g, Thhalv10023491 m.g, Thhalv10021522 m.g, Thhalv10018393 m.g, Thhalv10009345 m.g, Thhalv10015718 m.g, Thhalv10022932 m.g, and Thhalv10022943 m.g) and one category related to cell organization of two DEGs (Thhalv10029390 m.g and Thhalv10029346 m.g) were identified. Hence, our analyses did not show any correlation between the *E. salsugineum* transcriptome and metabolome.

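Reads of the genes in the unknown category pointed mostly to SH. Thhalv10022943m.g, on scaffold 11 from 11310926 to 11311783, was at least 49.3-fold lower in YK, Thhalv10002969m.g (hit EDA32, a putative endonuclease or glycosyl hydrolase) had 61 reads in SH and none in YK, and Thhalv10009345m.g had 58 and none, at least 20.3-fold and 19.3-fold lower in YK. In this category, the genes with more reads in YK were Thhalv10015718m.g, of the cystatin superfamily of protease inhibitors, with 48 reads and none in SH, and Thhalv10021522m.g. In the cell organization category, the ankyrin repeat gene Thhalv10029390m.g lies on scaffold 3 from 5382219 to 5382635 and was at least 27.7-fold higher in YK, and Thhalv10029246m.g, with the same hit AT4G11000, on scaffold 3 from 5365386 to 5366081, was at least 15.7-fold higher. Another gene with that hit, Thhalv10029234m.g, had 3 reads in YK and none in SH, which is at the floor; it was chosen after its values were seen.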

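Among genes named from lists of carbohydrate, fatty acid and amino acid metabolism, most were not called, and the beta-amylase BAM1 and the dehydrogenase IVD had more reads in YK. A citric acid cycle gene outside these lists, SDH4, was called with more reads in SH. Names come from Table 2 and the first 1998 of the 17888 rows of Table S1, which start with the genes that table marks as true PAV, so these genes are no sample of their pathways. In starch degradation, BAM1 (Thhalv10002460m.g), a beta-amylase that releases maltose, had 12 reads in SH and 35 in YK, a log2 ratio of 1.54 (interval 0.56 to 2.63, adjusted p = 0.0148 from the exact binomial test). In starch synthesis, APS1 (Thhalv10002570m.g), the small subunit of ADP-glucose pyrophosphorylase, had 9 and 5 reads and was not called. HXK1 (Thhalv10001968m.g), the glucose-phosphorylating and glucose-sensing hexokinase, had 27 and 49 reads and was not called with equal scaling (adjusted p = 0.116 from the exact binomial test); with total reads as the scaling it passed. Of 4 genes of glycolysis and the citric acid cycle, 3 were tested and none was called: citrate synthase CSY4 (Thhalv10001384m.g) had 42 and 41 reads, aconitase ACO3 (Thhalv10002387m.g) 34 and 47, fumarase FUM1 (Thhalv10001422m.g) 14 and 16, and IDH2 (Thhalv10027171m.g), which was not tested, 0 and 7, at least 2.33-fold higher in YK. Of 6 genes of fatty acid synthesis, 5 were tested and none was called: the enoyl-ACP reductase MOD1 (Thhalv10002561m.g) had 67 and 66 reads, the stearoyl-ACP desaturase SSI2 (Thhalv10001477m.g) 61 and 66, and HAD1 (Thhalv10000316m.g) 13 and 3, a log2 ratio of -2.12 (interval -4.57 to -0.25, adjusted p = 0.146 from the exact binomial test). KAS1 (Thhalv10000874m.g) had 47 and 55 and CAC2 (Thhalv10002478m.g) 40 and 51, and HAD1 was chosen after its values were seen. Among 3 genes of wax and very-long-chain fatty acid synthesis, none of which was called, the ketoacyl-CoA synthase KCS10 (Thhalv10001951m.g) had 46 and 25 reads. The 2 genes found for amino acid synthesis, NAGS1 and PGDH2, had 4 reads each in all and were not tested. IVD (Thhalv10002530m.g), a dehydrogenase of leucine breakdown from the list of sugar starvation genes, had 10 and 34 reads, a log2 ratio of 1.77 (interval 0.72 to 2.95, adjusted p = 0.00630 from the exact binomial test). Neither IVD nor BAM1 was called by the recomputed DESeq scheme or in the authors' deposited table, which allow for spread beyond counting error. Adjusted over the list alone, the calls in these lists were the same in number: 1 of 1 tested gene for starch degradation, 1 of 4 for sugar starvation and none for the others.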

### 3.4 Metabolomic phenotypes in the F_1_ hybrid exhibit transgressive heterosis

To better understand the genetic basis for observed differences in metabolite concentrations between SH and YK, we measured metabolites in F_1_ hybrids. Concentrations of all measured metabolites in both experiments are presented in Table S3. Of the 144 metabolites measured in the experiment comparing the two parents and hybrids, 56% of all metabolites were lower in hybrids than the predicted mid‐parent value. This included 65% of the fatty acids and 49% of carbohydrates detected (Table S3). We performed a two‐way contingency test to determine if an observed difference in the accumulation of a metabolite was predictive of heterosis for that metabolite (Table S7). We found that metabolites with accumulation differences between the parents were neither more nor less likely to exhibit accumulation differences between the F_1_ and the mid‐parental values (Table S7).

Hybridization can result in transgressive heterosis in which phenotypic values for the hybrids fall outside of the range of parental values. Of the 144 metabolites measured, transgressive heterosis was observed for 28. Of these, four metabolites were not observed in one of the two parents and 24 were detected in both parents and the hybrids (Figure 1). Of the 24 detected in all three genotypes, the transgressive heterosis was more likely to be negative (Figure 1; *p*‐value ≤ .0001 based on a Binomial exact test) and more frequently affected metabolites that did not differ in concentration between the parents (Table S7; *p*‐value ≤ 0.05 based on χ^2^ test). Thus, heterosis for the metabolome was manifested by a decrease in metabolite pool sizes in hybrids and was not preferentially associated with metabolites that contributed to the variation between the two parents. This is consistent with our observation of decreased availability of primary metabolites in the faster growing YK (Table 3; Table S3). We propose that a metabolic consequence of enhanced growth is a reduction in pool sizes of primary metabolites and greater resource utilization for anabolic metabolism.

**Figure 1:**
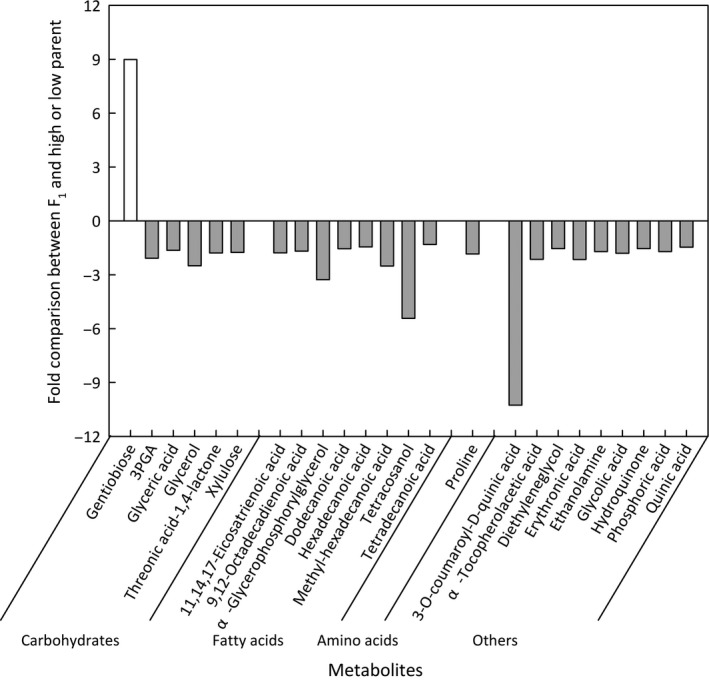
Heterosis for metabolite concentrations in F_1_ hybrids. Metabolites in F_1_ hybrids that were higher than the high parent or lower than the low parent at *p*‐value ≤ .05 based on two‐tailed *t* test are shown. The ratio is calculated as F_1_/high parent when F_1_ had a higher concentration than the high parent and low parent/F_1_ when F_1_ had a lower concentration than the low parent

## 4 DISCUSSION

In this study, we profiled both transcript and metabolite accumulation to identify genetic and biochemical variation during the dark period in two *E. salsugineum* accessions: SH and YK. We annotated novel genes present in the reference genome and identified DEGs between SH and YK in the middle of the dark period. We found that YK accumulates more fatty acids than SH, while SH accumulates sugars at higher concentrations. Although the transcriptomic and metabolic profiling results do not offer links to each other, they do offer insight into genetic and physiological differences between these accessions. Furthermore, we identified additional SNPs and provide validation of previously described SNPs, varying between these accessions that can be utilized for future research.

### 4.1 Validity of identified SNPs

Based on the predicted transcriptome size (Yang et al., 2013), the SNP density from our analysis is 1 SNP per 10 kb of transcribed sequence; 14,887 SNPs identified from our transcriptome sequencing data were also present in Champigny et al. (2013). However, our SNP cluster filter, which removes neighboring SNPs to account for misaligned reads at insertion–deletion polymorphisms, removed 3,604 overlapping SNPs. The removal of this set of SNPs, likely enriched for false positives, contributed to the lower SNP number detected in our study. We also acknowledge that this contributed to our false negative rate. Of the 388 SNPs that matched between our analyses of pyrosequencing data and the Sanger data, 99 were removed by our procedure. We provide a compact file containing the subset of “high‐quality” (see Materials and Methods) SNPs in Table S6. These have a SNP density of one SNP per 25 kb of transcript. This set of validated SNPs can be used for QTL mapping and fine‐mapping studies (Matsuda et al., 2015; Trick et al., 2012; Wu et al., 2016).

### 4.2 Identification of genes expressed in the dark period in *Eutrema salsugineum*

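Reads fell on 17731 genes of the reference annotation. Of these, 13744 had at least 4 reads in the libraries together and 9879 at least 10. Thhalv10001808m.g, whose hit is the chloroplast gene ATCG01280, had 3 reads in SH and 1 in YK, and TGG1 (Thhalv10002470m.g), a myrosinase that breaks down glucosinolates, had 719 and 632 reads.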

We provided expression data supporting 63% and 67% of the predicted genes in the two published reference genomes (Wu et al., 2012; Yang et al., 2013). This is likely an underestimate of the expressed genes in this species because we sampled only rosette tissue and only at night (Schaffer et al., 2001). We identified 66% of the genes identified in another transcriptome analysis of *E. salsugineum* (Champigny et al., 2013). Despite our study relying on lower coverage (4× vs. 8×), and quantifying expression of genes only expressed in leaves at night, we annotated 65 genes not predicted in the reference genome or identified in the previous transcriptome characterization (Tables S1 and S5). Novel genes identified in this transcriptome study but not that of Champigny et al. (2013) are likely either only expressed at night or otherwise not expressed under the conditions of the previous study, which included a 21‐hr photoperiod and low dark period temperatures.

More than 97% of the genes identified in our study are homologous to genes in *A. thaliana* (Table S1), consistent with the relatively close phylogenetic association of the two species (Al‐shehbaz, O'Kane, & Price, 1999). 

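In the first 1998 of the 17888 rows of Table S1, 1918 genes, or 96.0%, have an A. thaliana hit; the later rows are not used here, and the order of the table is not random. Among the 13 XLOC loci in these rows, 3 have a hit: the dynamin-like XLOC_005642, XLOC_020726, and XLOC_025497, whose hit AT5G17125 is a transposable element gene and which had 15 reads in SH and none in YK. Of the genes in these rows, 921 had at least 10 reads, and 103 were called by the exact binomial test, 66 with more reads in SH and 37 with more in YK. Over all tested genes 6.62% were called, but these rows start with genes marked as true PAV, which are seen in a single library. Named genes higher in SH included HDT1 (Thhalv10002782m.g), a histone deacetylase of the plant HD2 type, with 69 and 13 reads (log2 ratio -2.41, interval -3.39 to -1.54), and SDH4 (Thhalv10001774m.g), a subunit of succinate dehydrogenase, with 115 and 30 (log2 ratio -1.94, interval -2.57 to -1.35). Named genes higher in YK included the transcription factor gene MYB48 (Thhalv10002648m.g), with 16 and 48 reads (log2 ratio 1.58, interval 0.74 to 2.50). These were chosen after their values were seen.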

Of the 65 newly annotated genes in this study, 47 of them do not have homologs in *A. thaliana*. One of these novel genes has been annotated in *A. lyrata* and two have been annotated in *S. parvula* (Table S1). Therefore, we may have identified genes that are unique to this extremophile species (Wu et al., 2012).

More than 80% of the expressed genes identified in this study were detected in both SH and YK (Table S5). This indicates a conserved transcriptome between these two accessions and is consistent with previous *E. salsugineum* transcriptome comparisons (Champigny et al., 2013; Lee et al., 2013). 

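Across genes, reads in the libraries rose together. Over the 10036 genes with at least 10 reads, the correlation of log2(RPM + 1) between SH and YK was 0.765 by Spearman and 0.781 by Pearson. Genes are not independent replicates, so no p-value is given. A random split of the same reads by library totals gave a Spearman correlation of 0.878. Of the 14577 genes with reads in both libraries, 6320 had more reads in SH, 6598 more in YK and 1659 the same number. Of the 4 genes named from the glucosinolate list, 2 were tested and none was called by the exact binomial test; SUR1 (Thhalv10001981m.g) had 24 and 21 reads. Of the 4 genes named from the jasmonate and ethylene list, 3 were tested and 1, a TAT3 gene with reads only in YK, was called; JAR1 (Thhalv10001373m.g) had 9 and 14 reads, a log2 ratio of 0.64 (interval -0.67 to 2.03). The counts were the same when adjusted over the list alone.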

PAVs, as scored by read count in the transcript profiling experiment, accounted for 19 and 12% of all genes in this experiment and Champigny et al. (2013), respectively. Only 13% of these were consistently detected as PAV over the two datasets. These genes are likely “true” PAV genes (Table S1). 

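Table S1 marks 430 genes in the rows used here as true PAV, 250 with reads only in SH and 180 with reads only in YK, which is 13.0% of the genes seen in a single library. On scaffold 8 from 1805409 to 1898471, 8 detected genes in a row had reads in SH, 151 in all, and none in YK; 7 of them had at least 4 reads. They include Thhalv10023491m.g and XLOC_024727 of Table 2, with 47 and 53 reads in SH, Thhalv10023542m.g (hit AT3G53140) with 18, Thhalv10023912m.g (hit AT5G26270) and Thhalv10023701m.g (hit AT2G36680) with 11 each, and LUT1 (Thhalv10023482m.g), a cytochrome P450 gene of lutein synthesis, with 1. In 1000 random orders of the genes no run in SH held more than 4 genes with at least 4 reads. In YK no observed run held more than 2 such genes, which 939 of the orders reached. On scaffold 15 from 4834225 to 4874238, 6 detected genes in a row had 205 reads in SH and none in YK. Of these reads, 179 fell on Thhalv10000285m.g of Table 2 and 18 on Thhalv10000284m.g with the same hit, AT4G20095. Thhalv10000285m.g is not marked as true PAV, while the other 5 genes are and hold 26 reads together. In this run 3 genes had at least 4 reads, which is not above the highest of the random orders. The reads and the number of genes of the run were not compared with them. Both regions were chosen after their values were seen.
The marks rest on this data set and an earlier one, and the reads given here are those of this data set alone. Of the 430 genes, 331 had fewer than 4 reads and 48 had at least 10, and the median was 2 reads for those seen only in SH and 1 read for those seen only in YK.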

Other genes detected in only one of the replicates were likely due to low mRNA abundance. 

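Among genes with 2 reads, 729 of 1261 were seen in a single library, and among genes with 3 reads 369 of 1000, where equal expression gives 632 and 252 by sampling alone. Such genes included the circadian clock gene LUX (Thhalv10002605m.g), with 2 reads in SH and none in YK, for which no difference was detectable at this depth. With 5 reads in YK and none in SH, CYP79B3 (Thhalv10000114m.g) of glucosinolate synthesis was also under the minimum for a test. Genes above it were CNGC3 (Thhalv10001345m.g), a cyclic nucleotide-gated channel gene with 17 reads in YK and none in SH, and PIN4 (Thhalv10000822m.g), an auxin efflux carrier gene with 14 in SH and none in YK; their adjusted p-values were 3.87e-04 and 0.00235 from the exact binomial test, and both were chosen after their values were seen.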

PAV structural variation has been observed in *A. thaliana* (Bush et al., 2014), maize (Springer et al., 2009; Swanson‐Wagner et al., 2010), and soybean (Haun et al., 2011). PAV genes are not typically essential (Bush et al., 2014) and may have minor effects on plant fitness (Swanson‐Wagner et al., 2010). However, genes present in only one accession could contribute to the adaptation to specific selective constraints (Bush et al., 2014) and variation in quantitative traits (Swanson‐Wagner et al., 2010). The observed phenotypic variation in growth rate and metabolism could be due to PAV, although no identified PAVs have been linked to trait differences in *Eutrema*. Further study utilizing molecular genetics to address the causes and consequences of natural variation in this species is needed to link these data types.

### 4.3 DEGs and constitutive response to abiotic and biotic stresses

The low number of candidate DEGs between the two accessions of *E. salsugineum* used in this study was similar to other studies; 55% of these had no reads in one of the two accessions, which could be due to a lack of sufficient depth to detect very low expression. 

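Of the 31 candidates, 54.8% had no reads in a library. The higher library held 46 to 246 reads for these 17 genes, so that against a floor of 3 counts their ratios were at least 15.3-fold, as for Thhalv10022994m.g, and up to at least 82-fold. Expression under that floor would go unseen. A further 97 genes with at least 10 reads had none in a library and are not in Table 2. Among these were the dynamin-like XLOC_005642 in SH and the basic secretory protein gene Thhalv10022957m.g in YK, both of which the negative binomial test of the recomputed DESeq scheme called at a false discovery rate of 0.2 (adjusted p = 0.0985 and 0.121). In the authors' deposited table their adjusted p-values from DESeq are 0.398 and 0.475, so neither passes there. The spread solved from the deposited p-values calls neither, but it restates those p-values and is no separate check.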

Champigny et al. (2013) identified 381 DEGs that were present in our transcriptome but not identified as DEGs in our data. RNA‐seq experiments are often underpowered, and the lack of overlap with the previous study may be primarily an issue of low read depth and replicate numbers. 

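No candidate with reads in a single library had fewer than 46 reads, and only 3389 genes, or 18.9% of the expressed genes, had that many in the libraries together. Simulated counts were drawn from the means of these libraries with counting error alone, and the spread was refitted on them. On these counts the DESeq scheme at a false discovery rate of 0.2 called 4% of 50 genes changed 2-fold and 40% of 50 changed 4-fold. It called 56% of 50 changed 8-fold and 70% of 50 changed 16-fold. The spread fitted to the libraries themselves is wider than counting error, so these shares do not measure the power of the paper's test. The exact binomial test called 14%, 62%, 84% and 100% of the same genes. Examples of genes between these settings were GSTZ1 (Thhalv10004878m.g), a glutathione S-transferase gene with 24 reads in YK and none in SH, and Thhalv10004207m.g (hit AT5G36250) with 27 and none: the exact binomial test called both (adjusted p = 4.67e-06 and 6.74e-07), and neither is in Table 2.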

Consistent with this expectation, 58% of the 381 DEGs identified previously have low expression (<4 reads; Table S1). In addition, 41% of the DEGs from Champigny et al. (2013) exhibit lower expression during the dark period in *A. thaliana* (Mockler et al., 2007), which may explain some of the lack of overlap in DEGs in the two studies. We identified 17 DEGs that were not identified by Champigny et al. (2013), possibly because they are only differentially expressed during the dark period or under our experimental conditions.

It appears that the relative abundance of most transcripts is similar in SH and YK, as only 0.2 and 1.9% of all genes were DEGs in our study and Champigny et al. (2013), respectively. 

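Ratios within 2-fold were found for 78.6% of the 10036 genes with at least 10 reads, where sampling at equal expression gives 91.0%. For the 3146 genes with at least 50 reads the share was 88.4%, where sampling gives 99.7%. Genes inside this range included GR1 (Thhalv10002792m.g), a glutathione reductase, with 64 and 103 reads, a log2 ratio below the minimum of 1, and OPR3 (Thhalv10002563m.g), an enzyme of jasmonate synthesis, with 15 and 13. The exact binomial test called 6.62% of the tested genes. Without replicates, the excess over sampling cannot be divided between accessions, plants and library preparation.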

Fourteen of the 31 DEGs identified in our study were also identified by Champigny et al. (2013), and the expression patterns were the same in both studies. This suggests that differential expression for these genes between SH and YK is consistent over light and dark periods and the two growth conditions.

Without exposure to abiotic or biotic stresses, YK expressed several stress‐responsive genes (Table 2), as also noted by Champigny et al. (2013). 

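Some single genes beyond Table 2 had more reads in YK. A pair of chitinase family genes with the hit AT2G43590 on scaffold 22, Thhalv10001590m.g and Thhalv10001652m.g, had 33 and 145 reads in SH and 102 and 340 in YK, log2 ratios of 1.63 (interval 1.05 to 2.24) and 1.23 (interval 0.94 to 1.52). On the same scaffold, the trypsin inhibitor gene TI2 (Thhalv10001697m.g) had 31 and 83 reads, a log2 ratio of 1.42 (interval 0.81 to 2.07). TAT3 (Thhalv10000170m.g), a tyrosine aminotransferase gene induced by jasmonate, had 12 reads in YK and none in SH, at least 4-fold higher, and TSPO (Thhalv10001647m.g), a membrane protein induced by abiotic stress, had 12 and 1, a log2 ratio of 3.58 (interval 0.83 to 9.00). The exact binomial test called each of these, at adjusted p of 1.09e-07, 5.44e-17, 3.85e-05, 0.00766 and 0.0376 in that order. The recomputed DESeq scheme, which allows for spread beyond counting error, did not call them. In the other direction, DEAR3 (Thhalv10000354m.g), of the DREB family of drought and cold regulators, had 18 reads in SH and 1 in YK. Apart from TAT3, which belongs to a list fixed before the deposited table was examined, these genes were chosen after their values were seen. Their names come from the part of Table S1 used here.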

Two plant defensin genes within the same family were highly expressed in YK (Table 2). 

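The defensin gene Thhalv10019398m.g, on scaffold 9 from 2088910 to 2089421, had 6 reads in SH and 217 in YK, a log2 ratio of 5.18 (interval 4.03 to 6.64, adjusted p = 1.44e-53 from the exact binomial test). Thhalv10000662m.g, on scaffold 15 from 6158505 to 6158847, had 46 and 429 (adjusted p = 6.57e-76 from the same test). They had 12.4 and 95.4 RPM in SH and 503 and 994 RPM in YK. Their direction was the same under each scaling tried.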

In *A. thaliana,* the plant defensin type 1 family (*PDF1*) is comprised of seven genes (Shahzad et al., 2013) with highly conserved sequences and identical mature peptides (Thomma, Cammue, & Thevissen, 2002). *AtPDF1* genes are induced by pathogens, nonhost pathogens, methyl jasmonate (MeJA), and ethylene (ET; De Coninck et al., 2010; Manners et al., 1998; Penninckx et al., 1996; Zimmerli, Stein, Lipka, Schulze‐Lefert, & Somerville, 2004). Also, expression of *AtPDF1* genes in yeast results in zinc tolerance (Shahzad et al., 2013). Eight gene models in *E. salsugineum* are homologous to the *A. thaliana* plant defensin family. Of these, one is a likely ortholog of *AtPDF1.4*, whereas five are annotated as most closely related to *AtPDF1.2A*, and two are annotated as *AtPDF1.2C*. Higher expression of *PDF1.2* and *PDF1.4* was observed in the YK accession; however, paralogous *PDF1* genes are expressed in SH (Table S1).

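Another gene with PDF1.2A as its hit, Thhalv10000535m.g, on scaffold 15 from 6077445 to 6077784, had more reads than either candidate in both libraries, 519 in SH and 1169 in YK. Its log2 ratio of 1.17 (interval 1.02 to 1.32) was smaller than theirs, and the exact binomial test called it (adjusted p = 8.36e-55). It was not called by the recomputed DESeq scheme or in the authors' deposited table, which allow for spread beyond counting error. All 3 defensin genes that could be named thus had more reads in YK under each scaling tried. The Table 2 candidates among them were picked because they differ, so only Thhalv10000535m.g adds to the direction, and the 3 do not speak for the family. All 3 were also called when adjusted over the list alone, which p-values this small could not fail. Near Thhalv10019398m.g, 6725 bp away, Thhalv10019397m.g had 25 reads in SH and 80 in YK, and the sources used here pair no name with it. Other detected genes within 10 kb were not called. Thhalv10019399m.g had 2009 and 2836 reads (adjusted p = 3.13e-30 from the exact binomial test), but its log2 ratio of 0.50 (interval 0.41 to 0.58) was below the minimum of 1. Thhalv10019394m.g, 2731 bp away, had 1 and 11, a log2 ratio of 3.46 (interval 0.68 to 8.89, adjusted p = 0.0613 from the same test). The others leaned to SH: Thhalv10018069m.g had 9 and 3, and Thhalv10019558m.g, with too few reads for the test, 4 and 3. Defensin gene models outside Table 2 and the part of Table S1 used here, PDF1.4 among them, are not analysed here, and reads that fit several of these near-identical genes were not counted.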

The transcript abundance of a gene encoding *E. salsugineum* peptide methionine sulfoxide reductase 3 (*PMSR3*) was higher in YK than SH (Table 2). 

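PMSR3 (Thhalv10014718m.g), on scaffold 2 from 2364933 to 2366765, had 1 read in SH and 86 in YK, a log2 ratio of 6.43 (interval 3.91 to 11.75, adjusted p = 2.00e-22 from the exact binomial test). This was 2.07 RPM in SH and 199 RPM in YK. The other PMSR genes have no name in the part of Table S1 used here and are not analysed.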

There are five orthologous *PMSR* genes in *A. thaliana*,* PMSR1* to *5* (Rouhier, Vieira Dos Santos, Tarrago, & Rey, 2006), that are also found in *E. salsugineum*. The expression of *PMSR3* is induced by arsenate (Paulose, Kandasamy, & Dhankher, 2010). No function in tolerance or resistance has been established for this paralog in *A. thaliana*. However, knockout of either *PMSR2* (Bechtold, Murphy, & Mullineaux, 2004) or *PMSR4* (Romero, Berlett, Jensen, Pell, & Tien, 2004) results in decreased oxidative stress tolerance and overexpression of either gene increases stress tolerance in *A. thaliana*. Expression of *PMSR4* (but not *PMSR1*,* PMSR2*, or *PMSR3*) was induced in response to UV and AgNO_3_ in *E. salsuginea* SH (Mucha, Walther, Muller, Hincha, & Glaswischnig, 2015). It is plausible that the overexpression of *PMSR3* by YK could provide greater oxidative stress tolerance in this accession.

### 4.4 *Eutrema salsugineum* accessions SH and YK differ in carbon metabolism

In two experiments, 125 and 144 metabolites were detected. Although the total number and specific metabolites varied somewhat across the two experiments, differences were identified between SH and YK for the 85 metabolites detected in both experiments (Table 3; Table S3). Differences across the experiments may be due to slight differences in the growth chamber environments even with identical settings, as metabolite concentrations are strongly affected by environmental conditions and environment by genotype interactions (Soltis & Kliebenstein, 2015). Also, different soilless media mixes were used in the two experiments: A more bark‐based media was used in the transcriptome and first metabolite experiments, whereas the soilless media used in the second experiment did not contain bark. However, there were consistent growth differences between the two accessions, and we focused our interpretation of the data primarily on those metabolites that were consistent across the two experiments.

The derivatization method we utilized has been widely used to detect sugars (Gullberg et al., 2004), but is less accurate for identifying and quantifying amino acids (Kaspar, Dettmer, Gronwald, & Oefner, 2009). As a result, despite the fact that *E. salsugineum* accumulates higher concentrations of some amino acids than Arabidopsis (Eshel et al., 2017), many amino acids were not detected in our analyses.

Higher concentrations of fatty acids and fatty acid derivatives were measured in YK, including several previously identified as structural components of membrane lipids, cuticle components, and wall‐resident suberin (Table 3; Table S3). Fatty acids contain more energy than carbohydrates when used as storage compounds and can act as an efficient storage form of reduced carbon (Taiz & Zeiger, 2010). High production of fatty acids is typical of rapidly growing tissues (Ohlrogge & Jaworski, 1997; Qin et al., 2007). Very‐long‐chain fatty acids (VLCFAs; C20:0 to C30:0) play an important role in cell elongation and expansion (Qin et al., 2007). Several VLCFAs, including docosanoic, hexacosanoic, pentacosanoic, tetracosanoic, and tricosanoic acids, were more abundant in YK than SH (Table 3), consistent with our measurements of higher growth rates of YK as compared to SH in our growth conditions (manuscript in preparation). The VLCFA tetracosanoic acid, which plays an important role in root cell growth and expansion (Qin et al., 2007), was accumulated at a higher concentration in YK (Table 3; Table S3). In addition to carbon storage, lipids are important components of membranes and the leaf cuticle (Lynch & Dunn, 2004; Tresch, Heilmann, Christiansen, Looser, & Grossmann, 2012; Zäuner, Ternes, & Warnecke, 2010). Our results are in agreement with Xu et al. (2014), who measured a greater accumulation of C22 and C24 fatty acids in the epicuticular wax of YK over SH.

Overall, SH tissues had higher concentrations of sugars than YK. These measurements of nighttime sugar concentrations were similar to previous results obtained for fructose, glucose, and raffinose in leaves of *E. salsugineum* harvested during the day (Eshel et al., 2017; Lee et al., 2012). The products of starch breakdown, including maltose and glucose, were more abundant in SH (Table 3; Table S3), suggesting a higher rate of starch metabolism in the lower‐biomass SH accession. This was consistent with the strong negative correlation between starch content and biomass observed in *A. thaliana* accessions (Sulpice et al., 2009).

A study of the correlation between specific metabolites and biomass accumulation in *A. thaliana* revealed twenty‐three metabolites that were correlated with biomass (Meyer et al., 2007). We detected fourteen of these twenty‐three metabolites (Table 3; Table S3). Of these, five differed between SH and YK. The concentrations of ascorbic acid, glycerol‐3‐phosphate, and raffinose were negatively correlated, and putrescine was positively correlated with biomass in *Arabidopsis* (Meyer et al., 2007). The levels of these metabolites also corresponded to the differences in biomass between SH and YK, indicating that the relationships between metabolites and biomass found in *A. thaliana* were consistent in *E. salsugineum* (Table 3; Table S3). This suggests that, although stress tolerance is vastly different between these two species (Amtmann, 2009; Griffith et al., 2007; Lee et al., 2012), the metabolic markers for biomass accumulation may be similar.

### 4.5 Increased utilization rate as a hypothesis for metabolome heterosis

More than 58% of the metabolites in F_1_ plants were different from the predicted mid‐parent concentration (Table S3), indicating a nonadditive effect of hybridity on the majority of the metabolome. The lower concentration of fructose and glucose in F_1_ hybrids suggests high rates of starch and sugar depletion to support rapid growth (Lisec et al., 2011). Transgressive heterosis was more commonly observed for metabolites that were not different between the two parents (Table S7). This suggests that allelic variation affecting differential metabolite accumulation in the parents is not responsible for the observed heterosis in the F_1_ metabolome. Although it is surprising that differences between the parents were not predictive of a metabolite association with heterosis, it may be that the metabolomic consequences of heterosis derived from secondary effects of an increased growth rate in F_1_ hybrids, rather than a causative relationship between growth rate and specific metabolites or metabolite diversity. Differences in biomass polymers and metabolites involved in anabolic growth exhibited reduced pool sizes in the more rapidly growing YK as compared to SH (Table 3; Table S3), as well as in the very rapidly growing F_1_ plants as compared to the parents (Table S3). Consistent with the hypothesis that utilization rate drives the heterotic effects on metabolite pool sizes, the transgressive effect overwhelmingly resulted in lower concentrations of metabolites in the hybrids (Figure 1; Tables S3 and S7). This hypothesis regarding the cause of metabolic heterosis may be a general phenomenon in plants. Indeed, the same associations have been observed in maize, in which largely negative overdominance for metabolites was found in the heterotic B73 × Mo17 hybrids (Lisec et al., 2011).

## 5 CONCLUSIONS

Our study contributes to the annotation of the *E. salsugineum* genome and provides evidence of transcriptional and metabolic differences between the SH and YK accessions. Very few differences in gene expression were detected in the middle of the dark period between these two accessions, but YK has constitutively higher expression of several plant systematic defense genes. The high‐quality SNPs identified in this study can be used with previously identified SNPs to map traits that differ in these accessions, such as tolerance to various stresses. There is evidence for contrasting carbon metabolism in these two accessions, which correlates with observed growth differences. Furthermore, metabolite profiling of the accessions and F_1_ hybrids supports the notion that the concentrations of key metabolites are correlated with growth rate, including the increased growth rate caused by heterosis.

Our hypothesis was that combined transcriptome and metabolome profiling of two contrasting *E. salsugineum* accessions might elucidate the pathway(s) related to the phenotypic differences between these contrasting accessions. The difference in carbon metabolism identified via metabolome profiling provides insights for growth differences between SH and YK. However, none of the 19 DEGs that have been annotated in the reference genome are related to the observed metabolic differences. There are two plausible explanations: (i) the additional 11 DEGs that are currently unannotated in the reference genome could provide additional evidence for the link between metabolome and transcriptome, or (ii) by increasing the number of replicates in transcriptome study, more DEGs will be identified to support further pathway identification.

## COMPETING INTERESTS

The authors declare that they have no competing interests.

## AVAILABILITY OF SUPPORTING DATA

All the raw data supporting the results of this article have been deposited at Edgar, Domrachev, & Lash (2002) and are accessible through GEO Series accession GSE GSE67745 at (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE67745).

## AUTHORS' CONTRIBUTIONS

JY and MJG performed the experiments; JY, BPD, and MVM designed the experiments; JY and BPD analyzed the data; JY, BPD, and MVM wrote the manuscript.

# Supplementary material for: Dark period transcriptomic and metabolic profiling of two diverse Eutrema salsugineum accessions
**Source:** Plant Direct. 2018 Feb 22;2(2):e00032. doi: 10.1002/pld3.32
**Supplement:** Supplementary file 4

| **Supplemental Table 4** **Number of reads, percentage of reads uniquely aligned to reference genome (%), mean read length (bp) of *E. salsugineum* Shandong (SH) and Yukon (YK) accessions** | | | |
| --- | --- | --- | --- |
|  | | | |
|  | | | |
| **Accession** | **Total reads** | **Uniquely aligned (%)** | **Mean read length**  **(bp)** |
|  | |  |  |
|  | |  |  |
| SH | 541,494 | 95.6 | 365.8 |
| YK | 491,926 | 94.4 | 361.8 |
| Total | 1,033,420 | 95.0 | 363.8 |
|  | | | |

# Supplementary material for: Dark period transcriptomic and metabolic profiling of two diverse Eutrema salsugineum accessions
**Source:** Plant Direct. 2018 Feb 22;2(2):e00032. doi: 10.1002/pld3.32
**Supplement:** Supplementary file 5

| **Supplemental Table 5 Summary of transcriptome assembly of *E. salsugineum* Shandong (SH) and Yukon (YK) accessions** | |  |
| --- | --- | --- |
|  | |  |
|  | |  |
| Number of assembled genes | 17,888 |  |
| Shared | 14,577 |  |
| SH only | 1,643 |  |
| YK only | 1,668 |  |
|  |  |  |
| Newly annotated genes | 157 |  |
| Shared | 122 |  |
| SH only | 26 |  |
| YK only | 9 |  |
| Annotated by best blast hit from *A. thaliana*, *A. lyrata* and/or *E. parvulum* | 54 |  |
| Newly annotated genes unique from genes annotated by Champigny et al., 2013 | 65 |  |
| Newly annotated genes present in genes annotated by Champigny et al., 2013 | 92 |  |
|  | | |

# Supplementary material for: Dark period transcriptomic and metabolic profiling of two diverse Eutrema salsugineum accessions
**Source:** Plant Direct. 2018 Feb 22;2(2):e00032. doi: 10.1002/pld3.32
**Supplement:** Supplementary file 7

| **Supplementary Table 7 Heterosis effect of metabolites in SH x YK F_1_ hybrids of *E. salsugineum*** | | | | |
| --- | --- | --- | --- | --- |
|  | | | | |
|  | | | | |
|  | F_1_ different from mid-parent | | F_1_ not different from mid-parent | |
|  |  | |  | |
|  |  | |  | |
| SH different from YK | | 31 | 23 | |
| SH not different from YK | | 53 | 37 | |
| Chi-square | 0.03 | | | |
| *P-*value | n.s. (0.8614) | | | |
|  | F_1_ > high parent or < low parent | | | F1 between the two parents |
|  |  | |  | |
|  |  | |  | |
| SH different from YK | | 5 | 49 | |
| SH not different from YK | | 23 | 67 | |
| Chi-square | 5.72 | | | |
| *P-*value | * (0.01675) | | | |
|  |  | |  | |
|  |  | |  | |
|  | Observed | |  | |
|  |  | |  | |
|  |  | |  | |
| F_1_ > high parent | 1 | |  | |
| F_1_ < low parent | 23 | |  | |
| *P-*value | *** (2.98 x10^-6^) | |  | |
|  |  | |  | |

# Supplementary material for: Dark period transcriptomic and metabolic profiling of two diverse Eutrema salsugineum accessions
**Source:** Plant Direct. 2018 Feb 22;2(2):e00032. doi: 10.1002/pld3.32
**Supplement:** Supplementary file 8

Dear Ana,

We have discussed your comments and our joint responses are below. We hope this will resolve any remaining issues. Please let us know if you need anything else from us.

Sincerely,
Mike and Brian

Dear Michael,

The reviewer did not receive your responses but I contacted him and he said the changes were not accommodated which I agree and that's why I sent the paper for your revision. I should have made clearer that the letter issue was not the main problem and I apologize for that. But I am not planning to send the article for another round of revision and that's why I move it forward. In fact, the changes suggested were very simple to be performed but as I noted yesterday they were not in fact carried out. So I will go through the points raised by the referee:

1- Too many references cited; perhaps this could be reduced to a smaller amount. As I checked the authors did not reduce a single reference. As an example in the introduction: " *Eutrema salsugineum* (formerly *Thellungiella halophila*) is a model species for the study of plant stress tolerance (Amtmann, 2009; Bressan et al., 2001; Griffith et al., 2007; Oh et al., 2010; Orsini et al., 2010; Pilarska et al., 2016; Taji et al., 2004; Volkov et al., 2003; Wong et al., 2005)." I don't think the authors need this amount of references for this statement.

We have removed 14 references from the manuscript that we deemed as not required for context or supporting information for conclusions drawn. We hope this will be satisfactory.

As we noted in our response to reviewer #2's comment, we acknowledge that there are a large number of references in the manuscript. We are surprised that a less complete citation of the literature is preferred by the reviewer and by the journal. Regardless, the results of the transcriptomic and metabolomics analyses require some discussion of a large number of genes, gene products, and metabolic pathways, and as a result many references to previous work. In the example above, these cited works established this species as an important model system for the investigation of plant responses to the environment. Many readers will not be familiar with this species, and previous work. These papers represent foundational studies on this species, including the high tolerance to multiple stresses.

2- Not sure Tables 1 and 2 should be presented within the main text (better suited as Supplementary material).

This is obviously subjective but I also think that these days these kind of information should go to Supplemental material.

We agree that this is a subjective choice. We do not object to moving the tables to the supplemental and have done so. All callouts to these tables in the text now refer to the supplemental materials.

3- I would have liked to see a GO enrichment Table from the RNAseq analysis.

This was not done either and the authors justify that given the small number of DEGs, GO analysis was not appropriate. I do not agree that is not appropriate, it can be done, but obviously the information obtained can be very limited. I think the reviewer raised this point to have further insights into the functional category of the differentially expressed genes (e.g Plant defensin/ stress response) and eventually the manuscript could be less descriptive. This again in my opinion is not a major issue but I understand reviewer's suggestion. Anyhow, it will not be required for publication.

As stated in our initial response to the reviews, there were a very small number of DEGs between the two accessions. For this reason, a GO analysis is not informative. We thank you for not making this a required modification.

4- Also, the way RNAseq data are presented is rather unusual. Nowadays it is more reliable to use log2FC values.
This suggestion was accommodated by the authors.

5- Metabolite data are quite different between experiments for certain cases (metabolites). Could you please provide a plausible explanation for this discrepancy?

The authors partially addressed this issue by adding: *"In two experiments, 125 and 144 metabolites were detected. Although the total number and specific metabolites varied somewhat across the two experiments, differences were identified between SH and YK for the 85 metabolites detected in both experiments (Table 5 and Supplementary Table 3). Differences across the experiments may be due to slight differences in the growth chamber environments even with identical settings, as metabolite concentrations are strongly affected by environmental conditions and environment by genotype interactions (Soltis and Kliebenstein, 2015). Also, different soilless media mixes were used in the two experiments: a more bark-based media was used in the transcriptome and first metabolite experiments, whereas the soilless media used in the second experiment did not contain bark. However, there were consistent growth differences between the two accessions and we focused our interpretation of the data primarily on those metabolites that were consistent across the two experiments."*

It is unclear why the authors used different media for the two experiments but since there were consistent growth differences between the two accessions this aspect was ignored. It is however, true that the discussion could have a clearer message since the differences in metabolites between the two experiments are really noteworthy. Additionally, the discussion section entitled "*E. salicigineum* accessions SH and YK differ in carbon

metabolism” covers sugars, amino acids, fatty acids and polyamines among others. As the authors acknowledged “Fatty acids contain more energy than carbohydrates when used as storage compounds and can act as an efficient storage form of reduced carbon”. So why not to talk about lipid metabolism instead?

We did discuss lipid metabolism and chose to do so at a level that we feel adequately addresses the potential role of differences in lipid metabolism between the two accessions without unwarranted speculation, given the limited amount of data. We hope this is acceptable.

I hope that now I wrote it clearly and I am sorry for the fact that your letter did not reach the reviewer which we will solve soon.

We would appreciate it, since we do not know the reviewer but they know us, if you would please communicate to them that:

1. They evaluated a primary submission and not a revised manuscript despite the Plant Direct system indicating to them that the manuscript was a revision due to a bug.
2. That they were not provided the response to reviews, when we submitted our revision in response to their comments, not due to our negligence or arrogance, but due to a bug in the system.

Bugs like these run the risk of damaging reputations, as we fear may have happened in this case.

Thank you for your time addressing this manuscript,

Mike and Brian

How the deposited data were processed for this re-analysis (not part of the article)

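Reads per gene were measured in 1 library of each accession, SH and YK, made from whole rosettes of plants aged 4 weeks and harvested in the middle of the dark period. The deposited table gives the raw read count of each gene in SH and YK, the position of the gene on the genome scaffolds, and the authors' fold change, p-value and adjusted p-value. It holds 17888 genes and 1 blank row, which was left out, and every column of per-sample values was used.

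The authors trimmed the pyrosequencing reads with Newbler v2.5.3 and the FASTX-Toolkit (quality 12, length 50 bp) and aligned them to the E. salsugineum genome of Phytozome v9.1. The methods name GMAP v2012-11-27 as the aligner, and the submitters' processing notes name GSNAP v2012-11-27. Uniquely mapped reads were counted per gene by the authors with HTSeq v0.5.4p5 in union mode, without strand, after loci assembled by Cufflinks had been added to the reference annotation with the help of BEDTools v2.17.0. The deposited counts are not normalized. The fold ratio in the deposited table is the authors' and equals YK reads divided by SH reads. The p-value and the adjusted p-value in the deposited table were made by the authors with DESeq v1.14.0, without replicates. Unique mapping removes reads that fit several copies of a gene, a non-stranded library mixes a gene with any antisense partner, and counting reads without molecular identifiers cannot tell copies of a molecule apart.

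The libraries held 482275 reads in SH and 431705 in YK on genes. A count of 0 allows up to 3 counts, which is 6.22 RPM in SH and 6.95 in YK. Fold values against a library with no reads divide the higher count by this floor of 3 counts. They leave out the counting error of the higher count, so they exceed the lower 95% bound of the ratio. Intervals are 95% Clopper-Pearson intervals of a gene's share of reads, turned into a ratio. DESeq's median-of-ratios size factors, computed from the counts, were 1 and 1.

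For each gene with at least 10 reads in the libraries together, a two-sided exact binomial test compared the reads with equal shares, with Benjamini-Hochberg adjustment. Genes were called at an adjusted p under 0.05 and an absolute log2 ratio of at least 1, with 0.5 reads added. Since each accession has 1 library, no test here compares the accessions with replicates. The DESeq scheme for 2 samples without replicates was rewritten: the spread was fitted as a constant plus a term that falls with the mean, over both libraries together, and a negative binomial test was adjusted by Benjamini-Hochberg at 0.2. The fitted spread was 0.128 plus 1.56 divided by the mean. The spread behind the deposited p-values, solved from 2066 pairs of read numbers, was 0.0698 plus 4.41 divided by the mean, and with it the deposited p-values were matched within 1.88e-07. Fits on other sets of genes and with other bounds on residuals did not give that spread, and the reason is not known. Genes with reads in a single library were set against the number that splitting each gene's reads by library totals gives, with 1000 random splits. Runs of such genes along the scaffolds were set against 1000 random orders of the genes.

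Both tests were tested before use on simulated counts with 200 changed genes, drawn with counting error alone. The binomial test called 3 of 9776 unchanged genes, and 14%, 62%, 84% and 100% of genes changed 2, 4, 8 and 16-fold. It assumes counting error alone, so these counts cannot show its false calls where libraries also differ in other ways.

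Alternatives were other scalings (total reads, TMM of edgeR, total reads without the 5 most abundant genes), other minimum reads, other fold rules, and edgeR's exact test with an assumed coefficient of variation. Corrections for locus length and reruns without XLOC loci or without the most abundant gene were added after the data were seen. The genes named in the text are the genes of Table 2, whose reads had been seen in the paper; the defensin, PMSR and chloroplast-hit families and Actin2; the 10 genes outside Table 2 in each direction with intervals farthest from 0; up to 4 members of each gene list; the 5 most abundant genes of each library; and loci within 10 kb of Table 2 genes. Others are named as chosen after their values were seen. Of these, IDs with no paired name were mostly left out.

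A. thaliana hits and symbols come from Table 2 and from the first 1998 of the 17888 rows of Table S1, and are matches to another species. None of the gene IDs matched the RefSeq gene table. The 24 lists were fixed before the deposited table was examined. Reads in Table 2 and in the first part of Table S1 had been seen before, so calls of list members there were not blind. Of 437 A. thaliana genes in the lists, 47 were found, at most 28.6% of any list. This is below the 80% that a check over a list needs, so list medians were not computed. The lists of light harvesting and Rubisco, salicylic acid response, reference genes, flower and pollen markers and seed markers had no member among the named genes. Of the 50 genes found, 33 had at least 10 reads and 8 were called, and 9 when adjusted over the list alone. Over all tested genes the called share was 6.62%. These counts are not comparable with that share. Table 2 lists genes because they differ, and the rows of Table S1 used here start with genes marked as true PAV.

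Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16. SNPs and metabolites are not analysed here.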

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

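Of the tests below, those of locus length for genes with few reads and for genes outside XLOC loci and calls were set before their results were seen, and the others were chosen after related results had been seen.

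Reads differed between the libraries for 633 genes that the paper does not list as candidates, 368 with more reads in SH and 265 with more in YK. On scaffold 8, 8 detected genes in a row held 151 reads in SH and none in YK, and on scaffold 15, 6 such genes held 205. Beside the scaffold 8 run, the 3 detected genes to the left had 16 reads in SH and 1 in YK, and the 3 to the right had 909 and 1139, of which the 2 nearest held 4 and 1 and 4 and 3. Farther to the left, nearby genes had 12 and 11 and 152 and 114 reads. In 1000 random gene orders no SH run held more than 4 genes with at least 4 reads, against 7 on scaffold 8 and 3 on scaffold 15. By this count the scaffold 15 run does not stand out from the random orders. Its reads and its number of genes were not set against them, so the comparison does not show that chance gives the run.

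Loci outside the reference annotation differed more often than annotated genes: 44.6% were called by the exact binomial test, and 29.9% and 8.28% by edgeR's exact test at an assumed coefficient of variation of 0.2 and 0.4. Draws of annotated genes matched on reads and locus length gave 3.18 to 22.3%, with a mean of 10.8%, so short loci and read numbers alone do not give this share. The loci were assembled from these same reads, each library separately before merging, so reads of a single library could bring a locus in. Annotated genes passed no such step. The matched draws do not remove this selection, and its part in the share was not tested. Of the 70 called loci, 15 had an annotated gene with at least 10 reads within 1 kb. Of these 15, 6.67% (interval 0.169 to 31.9%) lay beside such a gene called in the same direction. For most of the 15 the difference thus did not go with a call of the neighbouring gene. Neighbours with fewer reads were left out, and an end may differ where its gene is not called. Ends of neighbouring genes are therefore not excluded as a source. The share of called loci with more reads in SH was 74.3% (interval 62.4 to 84.0%), against 56.7% for called annotated genes (two-sided Fisher's exact test, p = 0.00469, over genes and not replicates). Loss of YK reads on a genome of SH would give such a tilt, and so would loci absent from YK. The reads cannot tell these apart, since both libraries were aligned to SH. For most XLOC candidates with more reads in SH that were tested by qRT-PCR, Table 2 gives no detection in YK. For the others it gives a fold lower in YK. The primers were designed on the SH reference, so this leaves the question open too. The comparison of these shares is not matched on locus length: of called genes and loci of 210 to 1455 bp, 170 of 250 had more reads in SH, so the trend with length described next may give part of the tilt.

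The log2 ratio of YK to SH rose with locus length, from a median of -0.14 in the shortest group of genes to 0.16 in the longest, and the Spearman correlation over genes with at least 10 reads was 0.154 (interval 0.135 to 0.173). Over genes with at least 50 reads it was 0.194 (interval 0.160 to 0.230), so noise of genes with few reads is not the source. Without XLOC loci and called genes it was 0.134 (interval 0.114 to 0.154), so these are not the whole source either. A difference between the libraries in RNA quality or fragment length may remain as an explanation and was not tested, nor was a biological one. After removal of the trend, 679 genes were called, 586 of them among the 664 of the original call.

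Called genes lay beside genes called in the same direction more often than random placement gives: 37 pairs of tested genes within 10 kb, against a mean of 18.5 and a highest value of 36 in 1000 random placements. Pairs called in opposite directions numbered 21, against a mean of 17.6. Among pairs at least 1 kb apart, 27 were called in the same direction, against a central 95% of 7 to 21. Transcripts split over gene models less than 1 kb apart thus do not account for all of the excess. Splits over a wider gap are not excluded. Among the pairs were the chitinase genes Thhalv10001590m.g and Thhalv10001652m.g, 1662 bp apart. The gene pair with the hit AT1G76810 lies 213 bp apart, so a split gene model is not excluded for it. A stretch of genome that differs between the accessions, or shared regulation of tandem copies, may be a candidate explanation, and neither was tested.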

How the results depend on the processing

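No paired analysis was possible because each accession has 1 library. List medians were not run, since too few list members could be named. Scaling by the reads as deposited is identical to the size factors of 1 and tests nothing. The 10036 genes with at least 10 reads compare with 17888 expressed genes, while minimums of 2 or 4 reads and thinning SH to 431705 reads gave 13901 to 17787. The share of genes seen in a single library was 3.50% at 4 reads and 1.14% at 10 reads, and 19.0% after thinning. The 664 calls became 315 with a log2 ratio of at least 2, and 200 and 36 with edgeR's exact test at a coefficient of variation of 0.2 and 0.4; the other settings gave 567 to 990. Table 2 genes were all among the calls under each planned setting except the coefficient of variation of 0.4, which kept 26. The share of calls higher in SH was 58.6%, 41.4% with total reads, 52.8% with total reads without the 5 most abundant genes and 69.4% at the coefficient of variation of 0.4; the other settings gave 55.5 to 61.8%. The cause of these shifts was not tested; by its construction, total reads includes the SH reads of Thhalv10015083m.g. The recomputed DESeq count of 36 ranged from 25 to 47. Spearman's correlation was 0.825 without a minimum and 0.742 at 50 reads, and Pearson's 0.805, 0.764, and 0.703 with 0.1 RPM added. Of 145 named genes, 139 kept their call with total reads, 2 lost and 4 gained it, and all kept it with TMM; none that was called turned direction. Settings for locus length, XLOC loci and the most abundant gene were added after the data were seen. Of the expressed genes, 56.1% had the 10 reads that the test required.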

Differences from the paper's values

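With no minimum of reads, the paper's values for expressed genes, genes seen in a single library, candidate genes, their annotation and their zeros differ from those found here by less than 1.5 times. They differ by more for expressed genes and candidates at a minimum of 10 reads, and for the share seen in a single library at 4 or 10 reads. Where the paper's count of candidates is 31, the recomputed scheme at the paper's false discovery rate of 0.2 gave 36 genes, 30 of them in Table 2; it did not call the ATP synthase beta subunit Thhalv10011087m.g, which the exact binomial test and edgeR's exact test at a coefficient of variation of 0.2 called. At a minimum of 10 reads the scheme gave 47 genes, 30 of them in Table 2. The spread solved from the deposited p-values, a setting chosen after seeing the values, gave 31 genes, all in Table 2, and dropped none. It was solved to match those p-values, so this is no separate check of Table 2.

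The pathway analysis in the paper's text places a gene named Thhalv10029346m.g in the cell organization category. No gene of that name is in the deposited table, while Table 2 and the deposited table hold Thhalv10029246m.g with 47 reads in YK and none in SH. The text gives more candidates without homologs in related species than the 14 for which Table 2 lists no A. thaliana gene. It also gives different numbers of annotated candidates in different sections, and 20 are annotated in the deposited table.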

Other observations

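Some named genes outside the paper's discussion differed between the libraries. With more reads in SH, ING1 (Thhalv10002653m.g), a chromatin reader, had 35 reads in SH and 5 in YK (log2 ratio -2.81, interval -4.52 to -1.45), the cohesin gene SCC3 (Thhalv10001288m.g) had 23 and 6 (log2 ratio -1.94, interval -3.52 to -0.60), and AGO9 (Thhalv10015551m.g), an Argonaute gene, had 10 and 0. LIP1 (Thhalv10002016m.g), which makes the cofactor lipoate, had 94 and 30 (log2 ratio -1.65, interval -2.29 to -1.04). With more reads in YK were the receptor-like protein gene RLP35 (Thhalv10000632m.g) with 1 and 14 reads (log2 ratio 3.81, interval 1.09 to 9.21), the receptor-like kinase CRK11 (Thhalv10028496m.g) with 0 and 10, the disease-resistance gene WRKY16 (Thhalv10001165m.g) with 0 and 11, calmodulin CAM5 (Thhalv10002103m.g) with 25 and 66 and the homeodomain gene HB6 (Thhalv10000259m.g), an abscisic acid response regulator, with 40 and 84 (log2 ratio 1.07, interval 0.51 to 1.65). The exact binomial test called each of them between the libraries, and they were chosen singly after their values were seen, so they stand for no group of genes.

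Besides the ATP synthase beta subunit and ribosomal protein L32 candidates, 3 genes in the part of Table S1 used here have a chloroplast gene as best hit. They had 17 reads in SH and 4 in YK together. Thhalv10001832m.g (hit ATCG00830) had 9 and 3, Thhalv10024000m.g (hit ATCG01010) 5 and 0, and Thhalv10001808m.g 3 and 1. Only Thhalv10001832m.g had enough reads for the exact binomial test, which did not call it. With the candidates, all 5 genes with a chloroplast hit had more reads in SH. Of markers of other cell types in the named part, the guard cell genes FAMA (Thhalv10002558m.g) and KAT1 (Thhalv10000798m.g) had 5 and 6 reads and 5 and 1 reads in SH and YK, and the root genes IRT1 (Thhalv10000941m.g) and PYK10 (Thhalv10020507m.g) 2 and 1 and 0 and 1. The clock genes ELF3 (Thhalv10001926m.g) and GRP7 (Thhalv10000386m.g) had 14 and 8 and 8 and 2 reads, and were not called. The floral repressor SVP (Thhalv10000308m.g) had 12 and 27 reads (log2 ratio 1.17, interval 0.14 to 2.29) and passed when adjusted over the list alone but not over all genes (adjusted p = 0.156 from the exact binomial test).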
